# Maternal Bisphenol A Exposure Impacts the Fetal Heart Transcriptome

**DOI:** 10.1371/journal.pone.0089096

**Published:** 2014-02-25

**Authors:** Kalyan C. Chapalamadugu, Catherine A. VandeVoort, Matthew L. Settles, Barrie D. Robison, Gordon K. Murdoch

## Abstract

Conditions during fetal development influence health and disease in adulthood, especially during critical windows of organogenesis. Fetal exposure to the endocrine disrupting chemical, bisphenol A (BPA) affects the development of multiple organ systems in rodents and monkeys. However, effects of BPA exposure on cardiac development have not been assessed. With evidence that maternal BPA is transplacentally delivered to the developing fetus, it becomes imperative to examine the physiological consequences of gestational exposure during primate development. Herein, we evaluate the effects of daily, oral BPA exposure of pregnant rhesus monkeys (*Macaca mulatta*) on the fetal heart transcriptome. Pregnant monkeys were given daily oral doses (400 µg/kg body weight) of BPA during early (50–100±2 days post conception, dpc) or late (100±2 dpc – term), gestation. At the end of treatment, fetal heart tissues were collected and chamber specific transcriptome expression was assessed using genome-wide microarray. Quantitative real-time PCR was conducted on select genes and ventricular tissue glycogen content was quantified. Our results show that BPA exposure alters transcription of genes that are recognized for their role in cardiac pathophysiologies. Importantly, myosin heavy chain, cardiac isoform alpha (*Myh6*) was down-regulated in the left ventricle, and ‘A Disintegrin and Metalloprotease 12’, long isoform (*Adam12-l*) was up-regulated in both ventricles, and the right atrium of the heart in BPA exposed fetuses. BPA induced alteration of these genes supports the hypothesis that exposure to BPA during fetal development may impact cardiovascular fitness. Our results intensify concerns about the role of BPA in the genesis of human metabolic and cardiovascular diseases.

## Introduction

Bisphenol A (BPA) is used in the manufacture of polycarbonate plastics and epoxy resins that line food and beverage containers and a wide variety of consumer products such as water bottles and sales receipts; this results in repetitive, long-term exposure in most humans. BPA exposure in pregnant women can cross transplacentally, potentially impacting the developing fetus [1], [2]. While the adult conjugates BPA into BPA-glucuronide (BPA-GA) in the liver for excretion in the bile, this metabolic pathway is quite low in the fetus; of greater concern, BPA-GA is deconjugated in the fetus increasing exposure to the more biologically potent BPA [2]. Furthermore, BPA can interact with several biologically important hormone receptors; estrogen [3], [4], androgen [5], thyroid [6], [7] and intercellular communication channels such as CX-43 based gap junctions [8], though it remains unclear whether the associated signaling cascades are activated or inhibited. There is growing evidence that the receptor-mediated responses to BPA are dependent upon dose, duration and timing of BPA exposure as well as the cell/tissue studied [9]–[12].

The Barker hypothesis, first presented to explain the increased risk of cardiovascular disease in children of undernourished mothers of the Dutch famine, suggests that fetal developmental “programming” predisposes some individuals to the development of chronic disease later in life. The crux of this theory is that the phenotype of an individual is dependent upon both genotype and environmental influences that alter prenatal growth rate, temporal growth patterns and birth weight [13]. Most relevant to this work is that Barker extended this theory by directly linking the incidence of cardiovascular disease and insulin resistance to the placental environment [14]. While the BPA specific effects on adults is widely acknowledged in animal studies [15]–[17], fetal BPA exposure also affects multiple organ systems, with behavioral, reproductive and metabolic consequences in the adult [18]. Recent evidence also show that exposure to BPA during pregnancy in mice not only alters glucose homeostasis but also serves as a risk factor for subsequent development of diabetes and heart disease in the offspring [19]. Intriguingly, epidemiological studies also suggest a correlation between higher urinary BPA concentrations in adult men and increased incidence of cardiovascular disease and diabetes [20]–[22]

Cardiovascular disease and diabetes are chronic illnesses that are rising in incidence and are among the top 5 diseases globally in terms of burden on the health care system. Cardiac tissue is known to express estrogen [23], androgen [24] and thyroid receptors [25], [26] and these hormones play critical roles in the normal developmental process of cardiac tissue; as such we investigate the potential for disruption of these developmental mediators by exposure to BPA. The objective of this study was to evaluate the effects of daily, oral maternal BPA exposure in primates on the gene expression profiles in each of the left ventricle (LV), right ventricle (RV), left atrium (LA) and right atrium (RA) of developing fetal heart tissue. This study is the first report of the impact of maternal BPA exposure on fetal/neonatal cardiovascular tissue in a primate.

## Materials and Methods

### Ethics statement

All animal procedures were approved in advance by the Institutional Animal Use and Care Advisory Committee at the University of California, Davis, and all procedures complied with the requirements of the Animal Welfare Act.

### Animal experimentation and tissue collection

The tissues evaluated in this study were part of a study to determine the effects of BPA on ovarian development and detailed information about animal care and BPA exposure have been reported [27]. Therefore, all analysis reported in this study were from female fetal heart tissue. All animal procedures were approved in advance by the Institutional Animal Use and Care Advisory Committee at the University of California, Davis and all procedures complied with the requirements of the Animal Welfare Act. Adult female rhesus monkeys (*Macaca mulatta*) were housed at California National Primate Research Center and maintained according to the institutional guidelines (http://www.cnprc.ucdavis.edu) as previously described [27]–[29]. Animals were housed individually in stainless steel cages and maintained under a 0600–1800 hours light cycle at 25–27°C. All animals were allowed ad libitum access to Purina Monkey Chow and water supplied through PVC pipes and a “lixit” device. Further, environmental enrichment was evoked by offering supplemental seasonal produce, seeds and cereals. Animals with a history of prior pregnancy were bred using established time-mated procedures and pregnancy was detected by ultrasound [30], [31]. Pregnant monkeys were sonographically screened early in gestation to confirm normal development and to identify female fetuses (by 40 days gestation) using established protocols with proven reliability [30], [32]. Fetuses were delivered vaginally or through a caesarian section. Fetal tissues were collected at necropsy and euthanasia conformed to the recommendations of the American Veterinary Medical Association (AVMA) Guidelines on Euthanasia and Primate Center SOPs (overdose of pentobarbital).

The BPA dose selected for this study was determined to lead to peak blood levels in non-pregnant monkeys [28] that approximate those levels that are commonly measured in humans [33]. Pregnant females were administered a small piece of fruit once daily that contained either deuterated BPA (400 µg/kg body weight), dissolved in 150 µl ethanol (vehicle) or 150 µl ethanol only (control), during either early gestation, EG (days; 50–100±2; n = 5) or late gestation, LG (days; 100±2 – term; control, *n = *5 and BPA, *n = 4*) [28]. Quantification of maternal serum BPA indicate peak levels of conjugated BPA of 141.08±26.64 ng dBPA/ml and unconjugated BPA of 1.99±0.12 ng dBPA/ml in the EG timeline. In the LG time line, the maternal serum conjugated and unconjugated BPA levels were 39.09±15.71 ng/ml and 0.68±0.312 ng/ml, respectively [29]. As explained earlier, fetal heart tissues of left ventricle (LV), right ventricle (RV), left atrium (LA) and right atrium (RA) were obtained from fetuses removed by caesarian section (EG; control, *n = 5* & BPA, *n = 4*) or at necropsy following vaginal delivery (LG; control, *n = 5* & BPA, *n = 4* ). Other fetal tissues were harvested from these fetuses and results of their analyses have been reported previously [27], [29].

### RNA isolation

Total RNA was extracted from rhesus monkey fetal LV, RV, LA and RA tissue using TRIzol reagent (Invitrogen, Carslbad, CA, USA) according to the manufacturer's protocol. RNA was quantified using Nanodrop® ND-1000 UV–Vis Spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA) and integrity of RNA was assessed using 1.5% denaturing formaldehyde agarose gel electrophoresis. Subsequently, 15 µg of DNase treated (Ambion, Foster City, CA, USA) total RNA was utilized for cDNA synthesis.

### Custom NimbleGen Rhesus Microarray design

A custom unbiased NimbleGen rhesus macaque 12-plex whole transcript gene expression microarray (Roche NimbleGen, Madison, WI, USA) was designed from the European Bioinformatics Institute (EBI) Ensembl database (*Macaca mulatta*, Mmul_1, Jan 2006). We identified gene transcripts (21,905) and small RNAs (5,253) from the entire genome (total 28,920 potential transcripts). Of the 21,905 transcripts targeted, we were able to build probes for 21,840 of which 21,808 contained 6 probes each and the rest (32) had less than 6 probes. Of 5,253 sRNA targeted, we were able to build probes for 4,309 of which 1,974 had a single probe and 2,335 contained 2 probes for a total of 137,577 unique probes (60 ‘mer in length) on the array.

### Microarray sample preparation, hybridization and scanning

Briefly, 10 µg of DNase treated total RNA from LV or RV was primed with 100 picomoles of oligo (dT_18_) and 200 ng of random primers and reverse transcribed using 1.5 µL of superscript III (Invitrogen). Second strand cDNA was synthesized and RNase treated to remove residual RNA. Due to the limitations in the quantity of tissue available from the LA and RA, cDNA preparations from both these tissue were prepared by employing a PCR based amplification approach available through TransPlex® Complete Whole Transcriptome Amplification Kit (WTA2) (Sigma, St. Louis, MO, USA). In this case, double stranded cDNA (dscDNA) was synthesized from a 40 ng of DNase treated total RNA from each sample. In both cases, resultant dscDNA was purified by employing phenol:chloroform:isoamyl alcohol, ethanol precipitation and quantified. Finally, cDNA was labeled using Cy5 nanomers (NimbleGen). One 12-plex array that contained 12 sub-arrays was used per tissue (LV, RV, LA & RA) to hybridize three samples (control, *n = 3* & BPA, *n = 3*) from each of the BPA or control treatment groups, in both the EG and LG time lines (2 (LG, EG) x 2 (control, BPA) x 3 (replicates)  = 12 samples). Labeled cDNA (2 µg) from each sample was hybridized overnight at 42°C using the NimbleGen Maui Hybridization system 4 (NimbleGen). Arrays were washed using a Maui Wash system (BioMicro Systems, Salt Lake city, UT, USA). Genepix pro 6.1 software (Molecular devices, Downingtown, PA, USA) operating a Genepix4000B scanner (Molecular devices) was used to scan all hybridized arrays. Scanning was performed at a resolution of 5 µm, and photomultiplier tube (PMT) gains were set to obtain maximum signal intensities such that approximately 5% of the probes reached signal saturation (2^16^ raw signal intensity).

### Quantitative real-time Polymerase chain reaction (qRT-PCR)

DNase treated total RNA (2 µg) from each tissue sample of both EG (control, *n = 5* & BPA, *n = 5*) and LG (control, *n = 5* and BPA, *n = 4*) timeline was reverse transcribed using high-capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA, USA). Gene expression was measured by employing custom designed gene specific Taqman MGB® primer/probes on an ABI 7500 fast real-time PCR system (Applied Biosystems). Primers (Invitrogen) and probes (Applied Biosystems) (Table 1) were designed to span more than one exon of a gene, using Primer Express 3.0 (Applied Biosystems). Real-time PCR assays were conducted as reported previously [34]. All genes were assayed in duplicate. Endogenous reference, 18 S *rRNA* was measured using 0.5 ng cDNA, and all other genes were assayed using 50 ng cDNA in each reaction.

**Table 1:** Taqman MGB primer & probe system.

Gene	Gene accession number	Primer & Taqman Probe sequences
18 s rRNA	AF243428	FP: CCACGCGAGATTGAGCAAT
		RP: GCAGCCCCGGACATCTAA
		TP: ACAGGTCTGTGATGCC
*Myh6*	ENSMMUT00000020702	FP: AGCGGCGCATCAAGGA
		RP: CGCAGCAGGTTCTTTTTGTCT
		TP: CTCACCTACCAGACAGAG
*Adam12-l*	ENSMMUT00000013487	FP: CGGCCACCTCGGAAAAG
		RP: CCTTCGGTGGGTAGGAATCTG
		TP: CCTGATGAGGAAGCC
(*Thrb*)	ENSMMUT00000000096	FP: TGAATCAATACAGCCAACCTGAA
		RP: GGCGACTGCACTTGAGAAAAA
		TP: ATTTCACTGAAGAAAAGC
*Gyg1*	ENSMMUT00000007776	FP: CTACTCCTCAGGTCTCAGACTCCAT
	ENSMMUT00000007779	RP: CTGTCCAAGACATCTACCATGATGA
	ENSMMUT00000007773	TP: AAGTTTTAGAGACAGTCTTC
*Pdk4*	ENSMMUT00000030108	FP: TGCACCAACGCCTGTGAT
		RP: GCAAGCCGTAACCAAAACCA
		TP:TTCCCGGAATGCTCCT

Sequences of primers; forward (FP), reverse (RP), Taqman probe (TP) specific to gene transcripts analyzed.

### Glycogen analysis

Glycogen content in the ventricle (LV, RV) of the LG group fetuses (control, *n = 5* and BPA, *n = 4*) was assessed using a modified colorimetric method [35]. Pre-weighed ground tissue (5–20 mg) in 0.3 ml of 30% KOH was boiled for 30 minutes with mixing. Samples were cooled to room temperature, 0.1 ml of 1 M Na_2_SO_4_, and 0.8 ml of 100% ethanol was added and samples were boiled for 5 additional minutes. Samples were centrifuged at 15000 x g for 10 minutes at 4°C, supernatant was removed and pellets were washed twice in 0.2 ml of Millipore water and 0.4 ml of 100% ethanol. Pellets were resuspended in 0.2 ml of amyloglucosidase solution (0.3 mg/ml amyloglucosidase in 0.2 M NaOAc pH 4.8), incubated at 40°C for 3 hours. Subsequently, the reaction mix was diluted with 0.2 M NaoAc; pH 4.8. Quantification of glucose, derived using hexokinase and glucose 6 – phosphate dehydrogenase from tissue glycogen, was measured at 340 nm using Evolution 300 UV -Vis spectrophotometer (Thermo scientific, Waltham, MA, USA).

### Microarray data analysis

NimbleScan software (NimbleGen. Madison, WI) was used to align a chip-specific grid to control features and extract raw intensity data for each probe and each array. Raw intensity data were then read into the R statistical computing environment and checked for quality (R Development Core Team [2010]: A language and environment for statistical computing R Foundation for Statistical Computing, Vienna, Austria ISBN 3-900051-07-0 URL http://www.R-project.org). Further, chip intensity distributions, boxplots and hierarchical clusters were compared and evaluated for any unusual global patterns. Within each tissue, each array was background corrected and normalized using the quantile normalization procedure and each probeset was summarized using the median polish procedure as described by the robust multichip average (RMA) procedure. Probesets with low levels of expression variation across all samples (IQR<0.5) were removed from further analysis, reducing the overall number of statistical tests to be performed. Differential expression was assessed using a linear model with an empirical Bayesian adjustment to the variances and comparisons of interest were extracted using contrasts *(n = 3)*. Genes that differ by an arbitrary differential expression filter criteria (DEFC) of log_2_ fold change (LFC) = ±1 at an unadjusted *p*≤0.01, were considered significantly altered in expression. Both the raw and RMA normalized microarray data were deposited in the Gene Expression Omnibus (GEO) database (accession number. GSE53393).

### Quantitative real-time PCR and glycogen data analysis

Taqman based gene expression analysis using qRT-PCR was performed as described previously [34], [36]. Briefly, delta Ct (ΔCt) values for each gene and all samples were obtained through subtracting the matched *18* *s rRNA* values from the averaged threshold cycle (Ct) values of candidate genes. Delta Ct values (ΔCt) served as the response variables (control, *n = 5* and BPA, *n = 4*) for statistical comparisons. Differential average response of each gene for BPA exposed over control (ΔΔCt) is reported as mean log_2_ fold change (LFC) ± SEM, and represented graphically using Sigma plot 8.0 software (SPSS Inc., Chicago, IL, USA). Tissue glycogen content was expressed as µg/mg wet tissue weight. Data were analyzed using SAS software (Statistical Analysis Software, Cary, NC, USA). A two sample t-test was performed to identify mean significant differences in the qRT-PCR measured gene expression and the glycogen content between the BPA exposed fetuses and the matching control group. A two-tailed *p*≤0.05 was considered statistically significant.

## Results

### Gene expression changes observed using whole genome DNA microarray

Microarray analysis of cardiac tissues (LV, RV, LA & RA) indicated a differential mRNA expression profile in the EG and the LG maternal BPA exposed fetuses compared to that of matching controls. 

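The values behind these comparisons are transcript levels on 60 arrays, 12 for each of 5 tissues. Each tissue came from the same 12 female fetuses, 3 in each of 4 groups (EG control, EG BPA, LG control and LG BPA), and the samples of a fetus carry the same number in every tissue. The dams of the BPA groups received 400 µg/kg body weight of BPA, from gestation day 50 to day 100 in EG and from day 100 to term in LG. The EG fetuses were removed by caesarian section at the end of exposure, and the LG fetuses were sampled after vaginal delivery. Besides LV, RV, LA and RA, the deposited table holds biceps femoris muscle (BFM), a skeletal muscle, from the same fetus numbers. In LV, RV, LA and RA, all samples of a tissue shared a slide, so no comparison of BPA with control in these chambers crosses slides. LV and RV cDNA was labelled without amplification and LA and RA cDNA after PCR amplification, and the paper's text does not describe the preparation or the slides of BFM. The authors corrected the background, quantile normalized the probes within each tissue, summarized them by median polish (RMA) and deposited 1 log2 value for each of 26149 Ensembl transcripts and small RNAs. Because each tissue was normalized on its own, levels were compared within a tissue. The median log2 value of an array lay between 6.55 and 6.66 in LV, 6.24 and 6.30 in RV, 6.91 and 7.02 in LA, 6.99 and 7.11 in RA, and 7.61 and 7.74 in BFM. Across transcripts, the median correlation of an array with the other arrays of its tissue was 0.858 to 0.930 in LV, 0.848 to 0.970 in RV, 0.959 to 0.974 in LA, 0.949 to 0.970 in RA and 0.943 to 0.951 in BFM. On each LV array, 71 to 810 transcripts held the array's lowest value to within 0.001, against 1 or 2 transcripts on the arrays of the other tissues, so a LV transcript at that value has only an upper limit. Scanner intensities and background signals were not analysed here, and the number of arrays limits the precision. As in the paper's methods, transcripts with an interquartile range below 0.5 over the 12 arrays of a tissue were removed, which left 17628 transcripts in LV, 12031 in RV, 7903 in LA, 9329 in RA and 8609 in BFM. A linear model with 1 mean per group was then fitted to the 12 arrays of a tissue with limma, and its p-values were used both unadjusted and with Benjamini-Hochberg adjustment. With 3 fetuses against 3, an exact two-sided permutation test cannot give a p below 0.1.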

Genes that changed by ≥2 fold (LFC = ±1) at p≤0.01 (unadjusted *p-value*) were considered significantly altered by maternal BPA exposure. This resulted in lists of up- or down-regulated genes in cardiac tissues analyzed after EG (Fig. 1A; Table S1–S4) or LG (Fig. 1B; Table S5–S8) maternal BPA treatment. 

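In LV, 163 transcripts passed the criteria in EG, 48 higher and 115 lower in BPA exposed fetuses, and 148 passed in LG, 77 higher and 71 lower. In RV, 74 transcripts passed in EG (64 higher, 10 lower) and 66 in LG (31 higher, 35 lower). LA had 46 transcripts in EG (23 higher, 23 lower) and 86 in LG (49 higher, 37 lower), and RA had 41 in EG (10 higher, 31 lower) and 41 in LG (22 higher, 19 lower). Chance alone puts 1% of the tested transcripts at an unadjusted p of at most 0.01, which is 176.3 transcripts in LV, where 163 had such a p in EG and 148 in LG. In RV, 120.3 transcripts would be reached by chance, and 75 in EG and 68 in LG had such a p. The same share was 79.0 transcripts in LA, against 48 in EG and 90 in LG, and 93.3 in RA, against 41 in EG and 43 in LG. The RV fit takes its spread from all 12 arrays. Those of LG fetuses 7 and 12 correlated least with the other RV arrays (medians 0.902 and 0.848). In fits of the 6 arrays of a window, 201 transcripts passed the criteria in RV EG and 23 in RV LG. The RV numbers thus depend on which arrays give the spread. After Benjamini-Hochberg adjustment, limma left 1 transcript with an adjusted p of at most 0.05 in LV of LG fetuses, the signal recognition particle RNA ENSMMUT00000050994, named here after its value was seen (log2 fold change −3.12, SE 0.36, adjusted p = 0.0491). In the other comparisons of heart chambers limma left 0, where an unadjusted p of at most 0.05 was held by 854 transcripts in LV EG, 413 in RV EG, 321 in RV LG, 324 in LA EG, 432 in LA LG, 220 in RA EG and 267 in RA LG. All 3 BPA exposed fetuses lay on the same side of all 3 controls for 10.7% of the tested transcripts in LV EG, 8.21% in LV LG, 18.6% in RV EG, 4.51% in RV LG, 9.07% in LA EG, 10.6% in LA LG, 6.11% in RA EG and 7.58% in RA LG, and chance gives 10%. Among the alternatives that kept the unadjusted p, the weighting of arrays by their quality moved the LV EG number most, to 410 transcripts. The share of higher transcripts in LV EG rose from 29.5% to 41.3% (64 higher, 91 lower) after a further quantile normalization of the transcript values, and that in RA EG from 24.4% to 37.5% (15 higher, 25 lower) after median centring of the arrays. With 1 fetus left out, lower transcripts stayed the more frequent in LV EG (18.0% to 44.6% higher) and higher ones in RV EG (71.1% to 88.1%). The more frequent direction turned in RA EG without BPA exposed fetus 4 (55.9%, 19 higher and 15 lower) or 5 (55.2%, 16 higher and 13 lower). In RA LG it turned without control fetus 9 (33.3%) or BPA exposed fetus 10 (20.7%, 30 higher and 115 lower), in LV LG without BPA exposed fetus 10 (47.5%) or 12 (44.3%), and in LA LG without control fetus 8 (36.0%) or 9 (43.8%). In RV LG the share of higher transcripts rose to 69.8% without BPA exposed fetus 10, 59.1% without fetus 11 and 53.1% without fetus 12, and in LA EG, where both directions were equally frequent, it ranged from 32.1% without control fetus 3 to 65.0% without BPA exposed fetus 5. Other settings at the unadjusted p also turned the more frequent direction. In RA LG, the share of higher transcripts was 38.3% in a fit of the LG arrays alone (18 higher, 29 lower), 36.2% with array weights (17 higher, 30 lower) and 48.7% with trend and robust settings (19 higher, 20 lower). In LV LG it was 46.9% after quantile normalization (75 higher, 85 lower) and 49.3% after median centring (75 higher, 77 lower), and in LA LG it was 49.4% in a fit of the LG arrays alone (43 higher, 44 lower). In RV LG it rose to 54.2% without the filter on variation, 52.4% with an interquartile range of at least 1 and 52.2% in a fit of the LG arrays alone. In LA EG it lay between 47.2% in a fit of the EG arrays alone and 64.3% with an interquartile range of at least 1.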

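Tables S1–S8 describe 606 entries, each a transcript in a comparison, and all 606 passed the paper's criteria when recomputed from the deposited values. By these descriptions, 315 entries (52.0%) are small or non-coding RNAs, and 291 are proteins or have another description. Spliceosomal RNAs made up 96 entries, microRNAs 59, Y RNAs 46, small nucleolar RNAs 42, signal recognition particle RNAs 27, ribosomal RNAs 23 and 7SK RNAs 17, 4 were described only as small nuclear RNAs and 1 was a mitochondrial tRNA. The share of small and non-coding RNAs was lowest in LV, at 35.0% in EG and 42.6% in LG. It was 68.9% in EG and 72.7% in LG of RV, 69.6% and 56.5% of LA, and 53.8% and 81.8% of RA, where the RA lists are short (13 and 11 entries). The tables describe only the listed transcripts, so the share among all tested transcripts, which an enrichment would need, was not computed. By the paper's methods, the array carried fewer probes for each small RNA than for nearly all other transcripts. Levels of small RNAs, also of those named below, therefore rest on fewer measurements.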

Differentially expressed genes included both protein coding genes and a variety of non-protein coding RNAs; micro RNAs (miRNAs), small nucleolar RNAs and other RNAs. Manual screening of the differentially expressed gene lists identified two important protein coding genes that changed significantly; *Myh6* and *Adam12*, and both these genes were recognized for their role in cardiac pathophysiologies. Our results show that *Myh6* is significantly down-regulated in the fetal LV (LFC = −5.385, ≈42 fold), but not in the RV or the atria, after LG maternal BPA exposure, or in any tissue type after EG maternal BPA exposure, compared to the matched controls (Table 2–3). On the other hand, *Adam12* is significantly up-regulated in the LV (LFC = 1.678, ≈3.2 fold) and the RV (LFC = 1.213, ≈2.3 fold) of the LG, but not the atria of the LG, or in any tissue of the EG, maternal BPA exposed fetuses compared to matched controls (Table 2–3).

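In LV of LG fetuses, the log2 level of the Myh6 transcript (ENSMMUT00000020702) was 14.26 ± 0.15 (SD, n = 3) in controls and 8.88 ± 4.09 (SD, n = 3) in BPA exposed fetuses. The controls lay at 14.16 (fetus 7), 14.43 (fetus 8) and 14.19 (fetus 9), and the BPA exposed fetuses at 7.62 (fetus 10), 13.45 (fetus 11) and 5.56 (fetus 12). The log2 fold change was −5.39 (SE 1.47), with an unadjusted limma p = 0.00359, an adjusted p = 0.983 and an exact two-sided permutation p = 0.1, the smallest the design allows. With each LG fetus left out, it lay between −7.67 and −3.73, and it passed the criteria only without fetus 11. It also failed them in a fit of the LG arrays alone. In LV of EG fetuses, all levels lay between 5.69 and 7.16, and the fold change was −0.20 (SE 1.47, exact two-sided permutation p = 0.7). The LG effect minus the EG effect in LV was −5.18 (SE 2.08, limma adjusted p = 0.859) and did not pass the criteria. In RV, levels ranged from 6.47 to 14.23 in LG controls and from 7.63 to 13.68 in LG BPA exposed fetuses. The RV fold change was −0.19 in LG (SE 2.16, exact two-sided permutation p = 0.8) and 2.62 in EG (SE 2.16, exact two-sided permutation p = 0.3). The LG value in RV rests on control fetus 7, at 6.47, and BPA exposed fetus 12, at 7.63. It was −2.74 without fetus 7 and 1.69 without fetus 12, and 2.11 with array weights, a weighting that did not converge in RV. The LV effect minus the RV effect after LG exposure was −5.20 (SE 2.99, limma adjusted p = 1), a difference that the spread between fetuses did not separate from 0. With each LG fetus left out, this difference lay between −6.45 and −2.70, the latter without fetus 7. In LA and RA, Myh6 lay between 14.30 and 14.96 on every array and was removed by the filter on variation, with fold changes of 0.02 to 0.14 without it. Setting the lower level in LV beside reports that BPA acts as a thyroid hormone antagonist in rodent cells, the paper reads its result as support for this mechanism and for an inhibition by BPA of the induction of Myh6, which it places just before birth, and proposes that the change from the fetal to the postnatal heart may be disturbed.

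**Figure D1:**
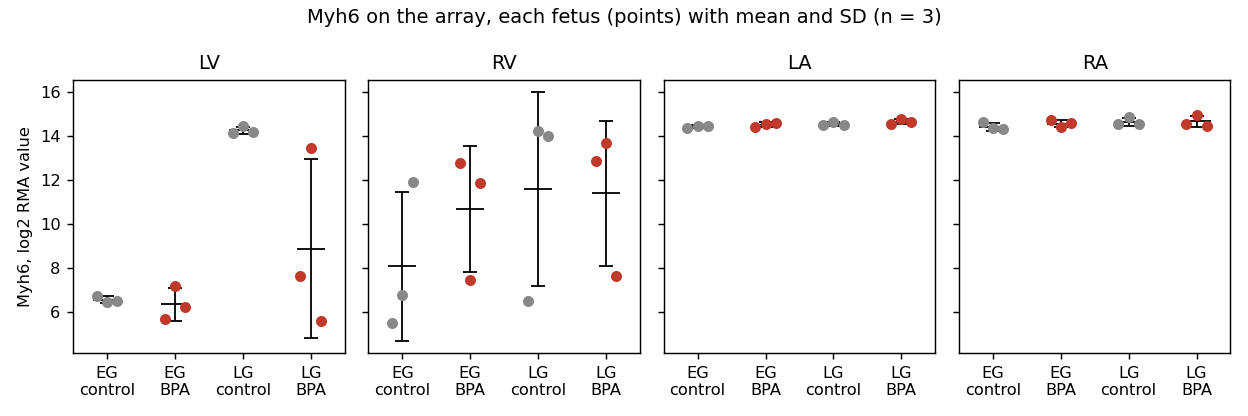
Log2 level of the Myh6 transcript in each fetus, by chamber (panels) and group (x axis), with the group mean and SD (n = 3). In LV the 3 LG controls sit between 14.16 and 14.43, fetus 11 of the LG BPA group sits at 13.45 and the EG fetuses sit at or below 7.16, whereas all atrial levels are at 14.30 or above.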

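The Adam12 transcript (ENSMMUT00000013487) had a log2 level of 5.60 ± 0.39 (SD, n = 3) in LV of LG controls and 7.28 ± 0.20 (SD, n = 3) in LV of LG BPA exposed fetuses. Its log2 fold change in LV was 1.68 (SE 0.36), with an unadjusted limma p = 0.000591, an adjusted p = 0.851 and an exact two-sided permutation p = 0.1. It passed the criteria with any 1 LG fetus left out (1.47 to 1.85). In RV of LG fetuses, the level was 5.52 ± 0.48 (SD, n = 3) in controls and 6.73 ± 0.32 (SD, n = 3) after BPA exposure. The RV fold change was 1.21 (SE 0.36), with an unadjusted limma p = 0.00453, an adjusted p = 1.00 and an exact two-sided permutation p = 0.1. It no longer passed without control fetus 8 (0.98), control fetus 9 (1.19) or BPA exposed fetus 10 (1.06), or in a fit of the LG arrays alone. LA showed no difference in LG, with a fold change of 0.09 (SE 0.38, exact two-sided permutation p = 0.7). EG fold changes lay between −0.23 and 0.19 in the 4 chambers. The LG effect minus the EG effect was 1.59 in LV (SE 0.50, limma adjusted p = 0.806), past the criteria, and 1.33 in RV (SE 0.51, limma adjusted p = 1.00), not past them. With median centring of the arrays, the LV difference of 1.55 no longer passed, nor did it without any fetus except 7 or 11 (1.38 to 1.72), whereas the RV difference passed without the filter on variation and without fetus 7 (1.58). The effects in LV and RV differed by 0.46 (SE 0.45, limma adjusted p = 1), close to the error of that difference.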

**Figure 1:**
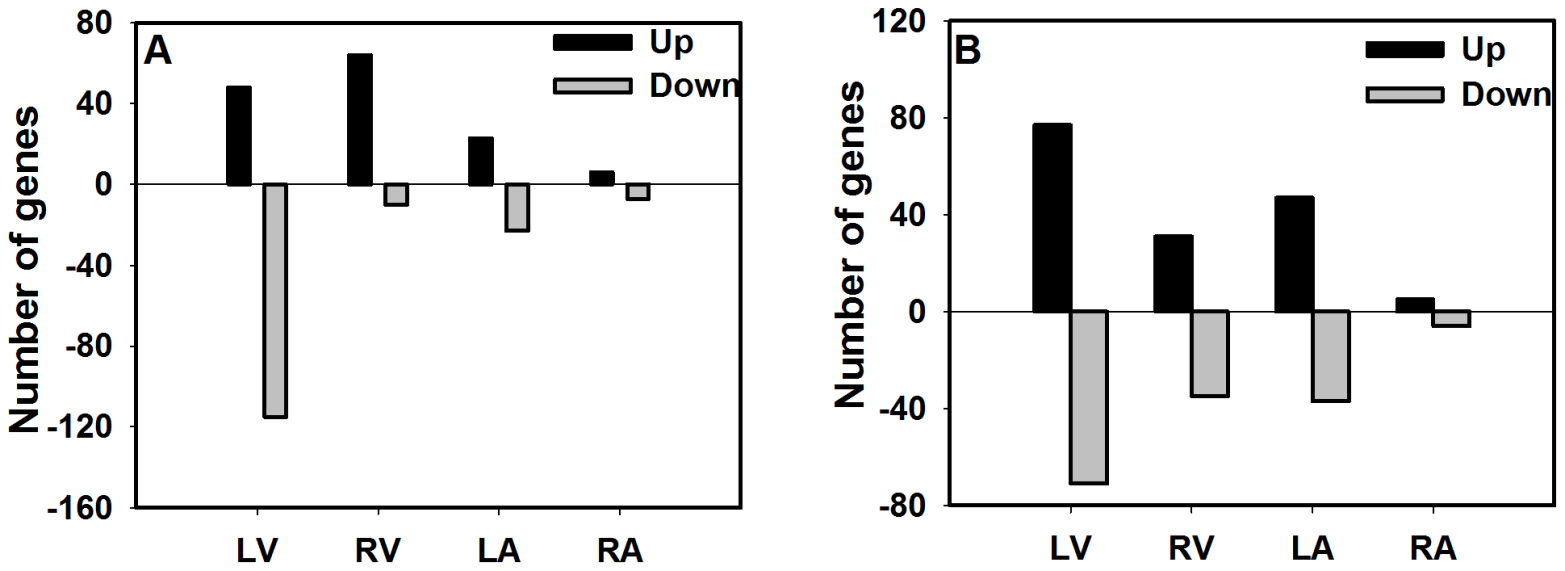
Total number of significantly altered genes observed using microarray global transcriptome expression analysis. Whole transcriptome analysis was performed on the left ventricle (LV), right ventricle (RV), left atrium (LA) and the right atrium (RA) of rhesus monkey (Macaca mulatta) fetuses that were exposed maternally to a 400 µg/kg body weight, Bisphenol A (BPA), relative to matched control fetuses, either during, (A) early gestation, EG (days; 50–100±2) or, (B) late gestation, LG (days 100±2–term). Genes that changed by greater than ±1 log_2_ fold change (1 LFC = 2 fold change) at an unadjusted p≤0.01 were considered significant and differentially expressed. Bars represent the number of upregulated (positive y-axis) or downregulated (negative y-axis) genes in each of the tissues.

**Table 2:** Differentially expressed genes observed using microarray on rhesus fetal heart exposed maternally to BPA or vehicle during early gestation, EG (days; 50–100±2).

ENSEMBL_ID	Gene symbol	EG - log_2_ fold change			
		LV	RV	LA	RA
ENSMMUG00000014754	*Myh6*	−0.204	2.619	ND	ND
ENSMMUG00000009661	*Adam12*	0.09	−0.115	−0.225	0.192
ENSMMUG00000000067	*Thrb*	0.845	−0.441	ND	0.536
ENSMMUG00000005521	*Gyg1*	ND	−0.177	ND	ND
ENSMMUG00000021389	*Pdk4*	0.498	0.188	0.016	−0.263
ENSMMUG00000026923	*mml-mir-205*	−0.183	ND	−0.385	0.403
ENSMMUG00000026877	*mml-mir-224*	0.581	ND	−0.459	−0.069

ND - below differential expression filter criteria.

**Table 3:** Differentially expressed genes observed using microarray on rhesus fetal heart exposed maternally to BPA or vehicle during early gestation, LG (days; 100±2–term).

ENSEMBL_ID	Gene symbol	LG - log_2_ fold change			
		LV	RV	LA	RA
ENSMMUG00000014754	*Myh6*	−5.385	−0.187	ND	ND
ENSMMUG00000009661	*Adam12*	1.678	1.213	0.091	0.555
ENSMMUG00000000067	*Thrb*	1.185	−0.865	ND	−0.096
ENSMMUG00000005521	*Gyg1*	ND	−0.143	ND	ND
ENSMMUG00000021389	*Pdk4*	0.346	0.171	0.22	0.322
ENSMMUG00000026923	*mml-mir-205*	2.583	ND	−0.909	0.109
ENSMMUG00000026877	*mml-mir-224*	4.093	ND	0.275	0.161

ND - below differential expression filter criteria.

Thyroid hormone status and glycolytic flux are important determinants of *Myh6* expression (Gupta 2007). Accordingly, thyroid hormone receptors play an important role in the *Myh6* expression, and thyroid hormone receptor beta (Q8SPN6_MACMU - *Thrb*) is up-regulated in the LV of the LG, BPA treated fetuses *vs.* matched controls (Table 3). However, this did not meet our differential expression filter criteria as the unadjusted *p = 0.055*. Also, preliminary studies in our lab indicate that maternal BPA exposure may interfere with the glycogen metabolism in mice fetal heart tissue as measured through altered pyruvate dehydrogenase kinase isozyme 4 (*Pdk4*) and glycogenin (*Gyg1*) mRNA expression (data not shown). 

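The Thrb transcript (ENSMMUT00000000096) had a log2 level of 7.67 ± 0.34 (SD, n = 3) in LV of LG controls and 8.52 ± 0.38 (SD, n = 3) after LG exposure to BPA. Its log2 fold change was 0.85 (SE 0.39), with an unadjusted limma p = 0.0548, an adjusted p = 0.983 and, as the groups did not overlap, an exact two-sided permutation p = 0.1. It stayed between 0.65 and 1.03 with each LG fetus left out. In LV of EG fetuses, the fold change was −0.34 (SE 0.39, exact two-sided permutation p = 0.4). It differed from the LG effect by 1.18 (LG minus EG, SE 0.56, limma adjusted p = 0.859).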

Microarray analyses revealed no significant differences in the mRNA expression levels of either *Pdk4* or *Gyg1* between the maternal BPA exposed *vs.* matched control fetuses (Table 2–3).

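Pdk4 (ENSMMUT00000030108) was tested in every chamber and window, and its 8 log2 fold changes lay between −0.26 and 0.50. In none of the 8 comparisons did the BPA exposed fetuses separate from the controls. The pooled SD within groups in LV was 1.28 in EG and 1.04 in LG, more than the fold changes there of 0.50 and 0.35, so changes of that size were not detectable with 3 fetuses per group. Gyg1 (ENSMMUT00000007773) passed the filter on variation in RV and in no other heart chamber, and in RV its log2 fold change was −0.18 in EG (SE 0.57, exact two-sided permutation p = 0.5) and −0.14 in LG (SE 0.57, exact two-sided permutation p = 0.7). Without the filter, the largest change of Gyg1 in the other chambers was −0.59 in LV of LG fetuses (SE 0.28), with an unadjusted limma p = 0.0599 and an exact two-sided permutation p = 0.3.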

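In LV of LG fetuses, the transcript of miR-205 (ENSMMUT00000036624) had a log2 level of 0.85 ± 0.48 (SD, n = 3) in controls and 3.44 ± 0.34 (SD, n = 3) after BPA exposure. Its log2 fold change was 2.58 (SE 0.58), with an unadjusted limma p = 0.000936, an adjusted p = 0.851 and an exact two-sided permutation p = 0.1. The transcript of miR-224 (ENSMMUT00000036578) had a level of −0.40 ± 0.89 (SD, n = 3) in LG controls and 3.69 ± 1.61 (SD, n = 3) after BPA exposure. The fold change of miR-224 was 4.09 (SE 0.72), with an unadjusted limma p = 0.000136, an adjusted p = 0.597 and an exact two-sided permutation p = 0.1. As small RNAs, both were read from fewer probes than most transcripts. Levels of both are near the lower end of the LV arrays, and miR-224 held the lowest value of the array in all 3 LG controls, as did miR-205 in control fetus 9. These controls have only an upper limit there, and the fold change of miR-224 rests on where that value lies. With all LV values below 0.63, the highest of the arrays' lowest values, raised to it, the fold change was 3.06 for miR-224 and 2.55 for miR-205, and both passed the criteria. Left-out fetuses changed neither call, with fold changes of 2.42 to 2.86 for miR-205 and 3.55 to 5.02 for miR-224. In LV of EG fetuses, the fold change was −0.18 for miR-205 (SE 0.58, exact two-sided permutation p = 0.9) and 0.58 for miR-224 (SE 0.72, exact two-sided permutation p = 0.1). The LG effect minus the EG effect was 2.77 for miR-205 (SE 0.82) and 3.51 for miR-224 (SE 1.02), each past the criteria with a limma adjusted p = 0.772. With the lowest values raised, the difference of 2.48 for miR-224 no longer passed, whereas that of 2.74 for miR-205 did. Neither difference passed in a limma fit whose prior variance follows the level and is robust to outliers, and each was lost with 8 of the 12 fetuses when left out in turn. In RV, both transcripts failed the filter on variation, and the LG fold changes without the filter were 0.23 and 0.24. Their RV levels in LG, 3.90 to 4.47 for miR-205 and 3.60 to 4.30 for miR-224, also lay near the lower end of the arrays, whose 1st percentile was 3.72 to 3.77. The LV effect minus the RV effect was 2.35 for miR-205 (SE 0.65, limma adjusted p = 1) and 3.86 for miR-224 (SE 0.79, limma adjusted p = 0.422), both past the criteria, but without fetus 11 that of miR-205 was 2.13 and no longer passed. In the atria, fold changes lay between −0.91 and 0.40 for miR-205 and between −0.46 and 0.28 for miR-224.

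**Figure D2:**
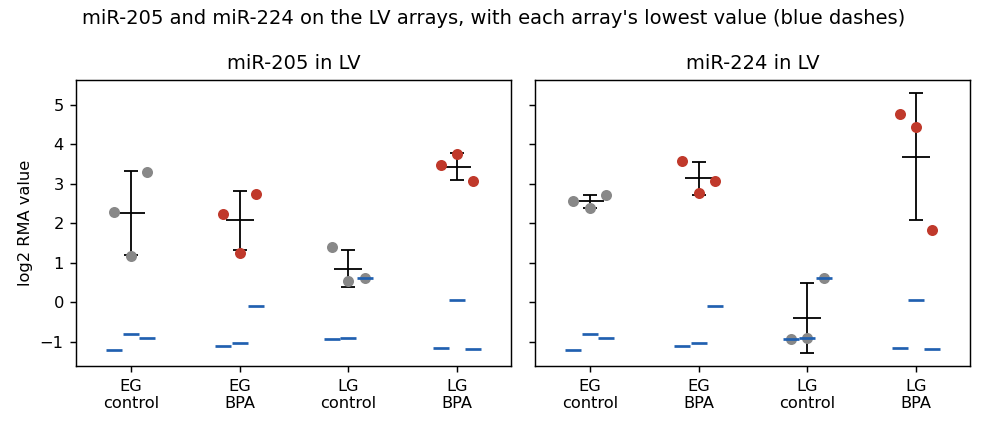
Log2 level of the miR-205 and miR-224 transcripts in LV in each fetus, by group (x axis), with the group mean and SD (n = 3) and the lowest value of each fetus's array as a blue dash. All 3 LG controls of miR-224, and LG control fetus 9 of miR-205, lie on the dash of their array.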

We also observed induction of two miRNAs; *miR-205* (LFC = 2.583, ≈6 fold) and *miR-224* (LFC = 4.093, ≈17 fold) in LV of the LG, maternal BPA exposed fetuses compared to that of the matching controls (Table 2–3). Collectively, microarray results indicate that maternal BPA exposure alters the transcriptional profile in rhesus fetal heart pertaining to cardiac remodeling events that have been linked to cardiovascular pathophysiologies.

### Quantitative real-time PCR analysis

Using qRT-PCR, we quantified the transcript abundance of selected genes in all the heart tissue types from the LG maternal BPA exposed fetuses (*n = 4*) and the matching controls (*n = 5*) (Table 1). Myosin isoform *Myh6* specific mRNA expression was measured. Two isoforms of *Adam12*, the membrane anchored long isoform (*Adam12-l*) and the secreted short isoform (*Adam12-s*), arise through alternative splicing of *Adam12* transcript. Using a specific primer probe set for *Adam12-l* (Table 1), we measured and report the transcript abundance of *Adam12-l* isoform. Similar results were obtained when we used another primer-probe set that simultaneously detects both isoforms (data not shown) indicating the predominant expression of the long isoform in these tissues. Although the *Thrb*, *Gyg1* and *Pdk4* genes did not pass our filtering or significance criteria in the microarray study (Table 2–3), we elected to quantify mRNA expression for these genes using the more sensitive qRT-PCR. Expression of *Myh6* mRNA was down-regulated by ≈38 fold (LFC = − 5.243±2.544, *p* = 0.077) in the LV of maternal BPA exposed fetuses compared to matching controls (Fig. 2). While the difference is marginally significant, we believe this observation is important to report since the variability is largely caused by one fetus in each group. Also, *Adam12-l* expression increased similarly in both ventricles, reaching significance in the RV (LFC = 1. 528±0. 6039, ≈2.9 fold, *p* = 0. 031) and trending in the LV (LFC = 1.57±1. 1087, ≈3 fold, *p* = 0.154), of the BPA exposure group *vs.* matched control (Fig. 3). Increased *Adam12-l* expression was also observed in the RA of the BPA treatment group compared to controls (LFC = 0.788±0.3317, ≈1.73 fold, *p* = 0.035) (Fig. 3), perhaps not surprising considering this value in the microarray experiment for the RA was ≈1 fold (LFC = 0.555). No significant changes in expression of *Thrb* (Fig. 4) *Gyg1* (Fig. 5) and *Pdk4* (Fig. 6) were observed between the BPA exposed and control groups. Collectively, these qRT-PCR results largely confirm the microarray expression changes.

**Figure 2:**
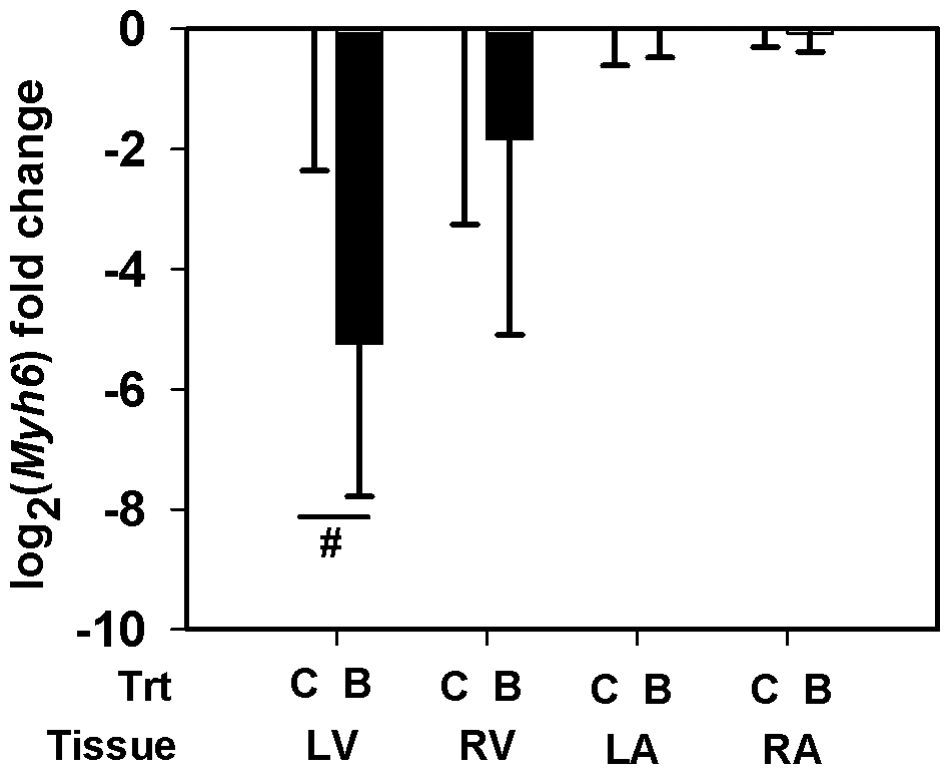
Altered fast myosin heavy chain expression. Real-time PCR quantification of myosin heavy chain 6, cardiac isoform alpha (Myh6) expression in the left ventricle (LV), right ventricle (RV), left atrium (LA) and the right atrium (RA) of rhesus monkey (Macaca mulatta) fetuses at birth. Fetuses were exposed maternally to a 400 µg/Kg. body weight of BPA dose (B) or 150 µL ethanol (C) during late gestation (LG, days 100±2–term). Data were analyzed by tissue and bars represent the mean ± S.E.M. of the log_2_ (fold change). A two sample t-test was performed to identify significant BPA effects and a two-tailed p≤0.05 was considered statistically significant. Marginal significance between the groups was indicated with a ‘#’ symbol.

**Figure 3:**
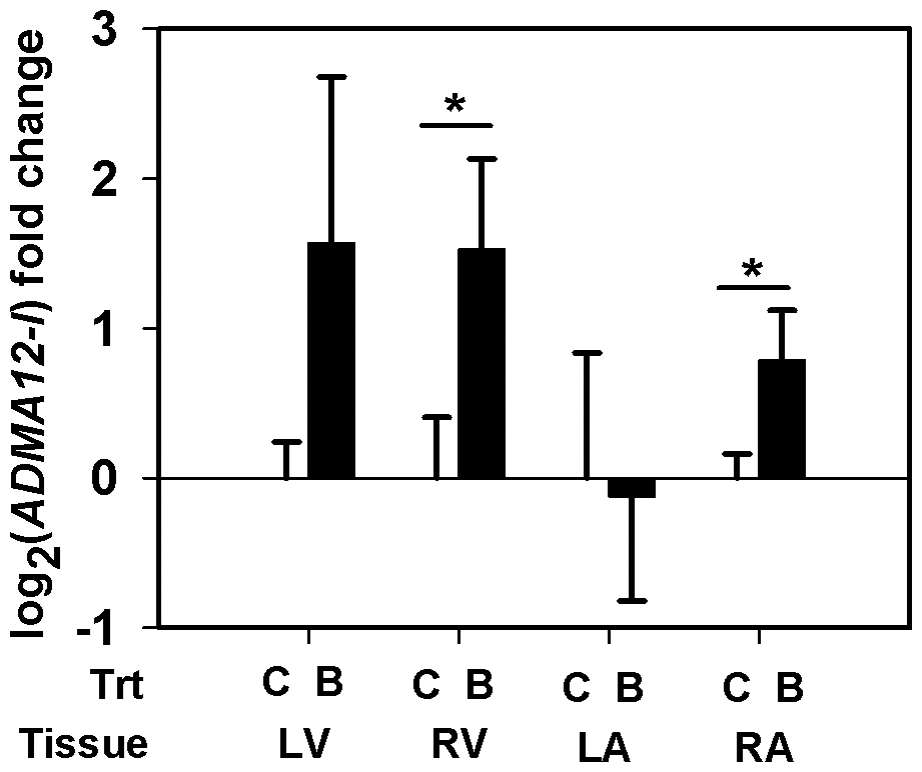
Expression changes in Adam12-l mRNA. Real-time PCR quantification of the long isoform of A Disintegrin And Metalloprotease (Adam12-l) expression in the left ventricle (LV), right ventricle (RV), left atrium (LA) and the right atrium (RA) of rhesus monkey (Macaca mulatta) fetuses at birth. Fetuses were exposed maternally to a 400 µg/Kg. body weight of BPA dose (B) or 150 µL ethanol (C) during late gestation (LG, days 100±2–term). Data were analyzed by tissue and bars represent the mean ± S.E.M. of the log_2_ (fold change). A two sample t-test was performed to identify significant BPA effects and a two-tailed p≤0.05 was considered statistically significant. Asterisk (*) indicate significantly different groups.

**Figure 4:**
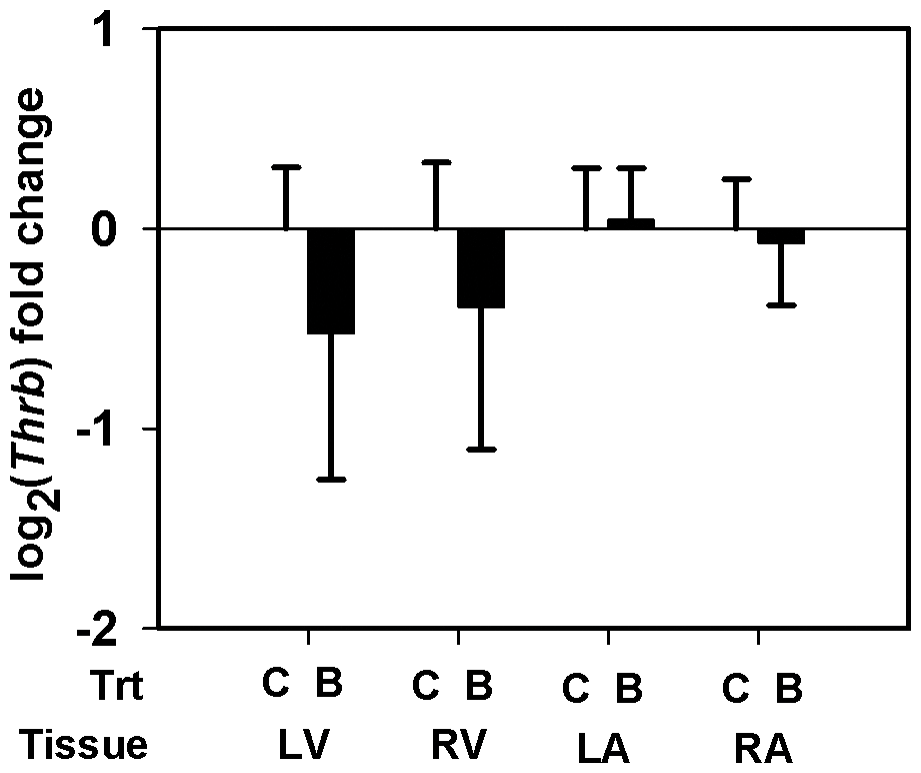
Real-time PCR quantification of thyroid hormone receptor beta (Thrb) expression. Transcript levels of Thrb in the left ventricle (LV), right ventricle (RV), left atrium (LA) and the right atrium (RA) of rhesus monkey (Macaca mulatta) fetuses at birth. Fetuses were exposed maternally to a 400 µg/Kg. body weight of BPA dose (B) or 150 µL ethanol (C) during late gestation (LG, days 100±2–term). Data were analyzed by tissue and bars represent the mean ± S.E.M. of the log_2_ (fold change). A two sample t-test was performed to identify significant BPA effects and a two-tailed p≤0.05 was considered statistically significant.

**Figure 5:**
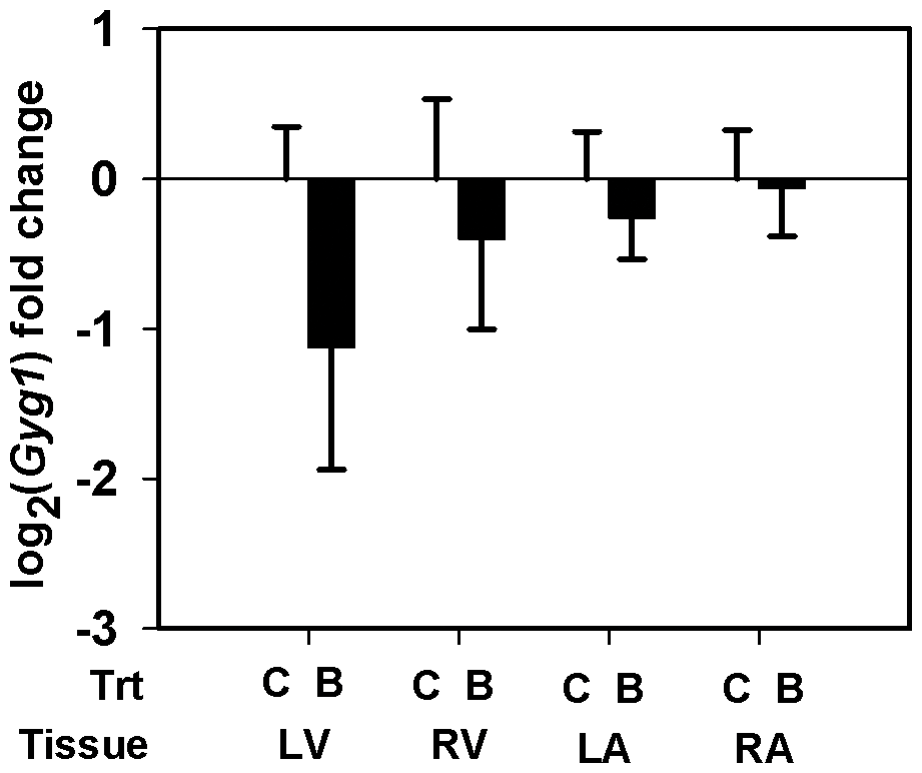
Real-time PCR quantification of glycogenin (Gyg1) expression. Expression of Gyg1 mRNA in the left ventricle (LV), right ventricle (RV), left atrium (LA) and the right atrium (RA) of rhesus monkey (Macaca mulatta) fetuses at birth was measured. Fetuses were exposed maternally to a 400 µg/Kg. body weight of BPA dose (B) or 150 µL ethanol (C) during late gestation (LG, days 100±2–term). Data were analyzed by tissue and bars represent the mean ± S.E.M. of the log_2_ (fold change). A two sample t-test was performed to identify significant BPA effects and a two-tailed p≤0.05 was considered statistically significant.

**Figure 6:**
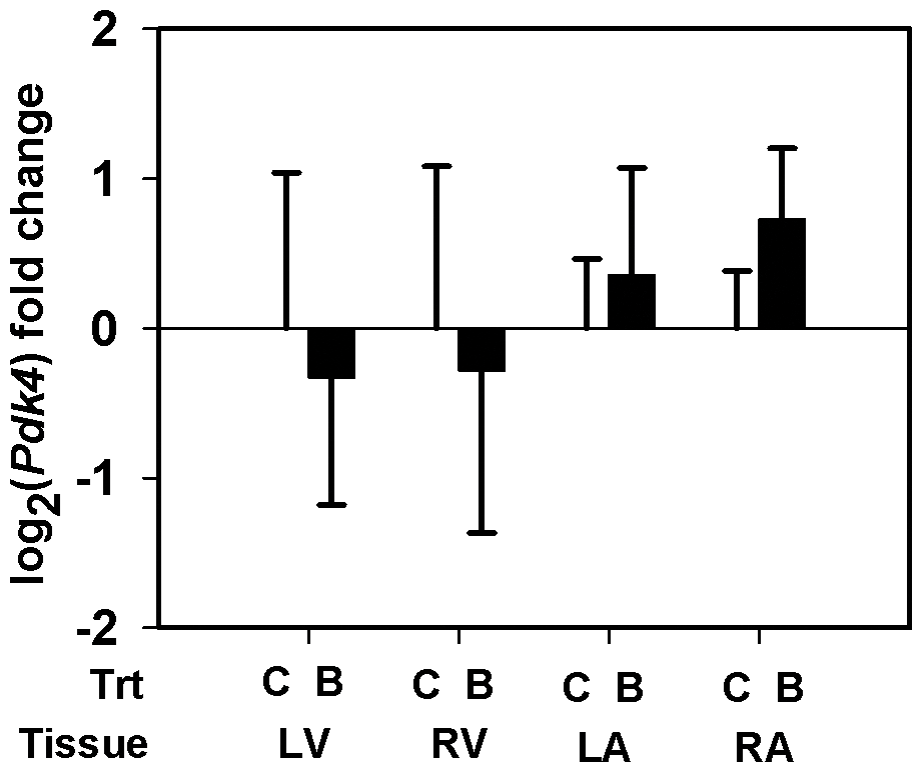
Pyruvate dehydrogenase kinase isozyme 4 (Pdk4) mRNA expression. Real-time PCR quantification of Pdk4 gene was performed on the left ventricle (LV), right ventricle (RV), left atrium (LA) and the right atrium (RA) samples of rhesus monkey (Macaca mulatta) fetuses at birth. Fetuses were exposed maternally to a 400 µg/Kg. body weight of BPA dose (B) or 150 µL ethanol (C) during late gestation (LG, days 100±2–term). Data were analyzed by tissue and bars represent the mean ± S.E.M. of the log_2_ (fold change). A two sample t-test was performed to identify significant BPA effects and a two-tailed p≤0.05 was considered statistically significant.

### Tissue glycogen content

Glycogen is an important source of glucose and hence energy in the newborn fetus, therefore we measured the tissue glycogen content towards gaining insight into the mechanism of *Myh6* down-regulation at the metabolite level. However, ventricular muscle glycogen, in the LG maternal BPA exposed *vs.* matched control fetuses was not significantly different (Fig. 7).

**Figure 7:**
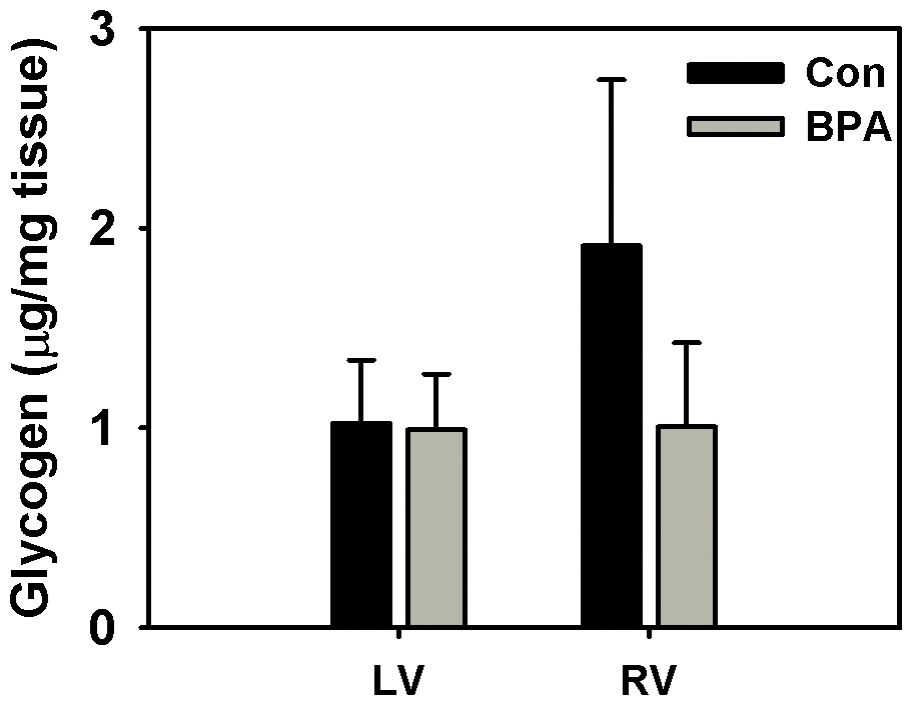
Tissue glycogen estimation. Ventricular glycogen content was assessed using a calorimetric method on the left ventricle (LV) and the right ventricle (RV) of rhesus monkey (Macaca mulatta) fetuses at birth. Fetuses were exposed maternally to a 400 µg/Kg. body weight of BPA dose (B) or 150 µL ethanol (C) during late gestation (LG, days 100–term). Data were analyzed by tissue and bars represent the mean ± S.E.M., of the tissue glycogen content measured in µg for every milligram tissue. A two sample t-test at a two-tailed p≤0.05 was considered statistically significant.

## Discussion

We surveyed the broad-spectrum effects of maternal BPA exposure on female fetal cardiac gene expression profiles in a non-human primate using microarray and qRT-PCR analyses. We report evidence of BPA-induced gene expression changes in the primate fetal cardiovascular tissue indicating potential altered cardiac development. This study provides insights into the potential consequences of BPA exposure on human development and long-term health.

Maternal BPA exposure during LG causes a down-regulation of fast myosin heavy chain isoform of mammalian myocardium (*Myh6*) mRNA expression in the LV of rhesus fetal heart. *Myh6* gene products' contribution to total myocardial myosin, vary by tissue (ventricle *vs.* atrium), species (rodents *vs.* humans) and developmental stage (fetal *vs.* adult) [37]–[39]. While less abundant in the fetal ventricles, *Myh6* induction normally occurs just prior to birth and predominates in the rodent ventricles (>95%) while representing approximately 7% of the total myosin protein in human adult left ventricles [38]–[40]. Importantly, down-regulation of *Myh6* to nearly undetectable levels in the failing adult human left ventricles has been noted [38], [40], indicating that this myosin isoform influences ventricular myocardial fitness. Research on breast cancer cell lines indicates an inhibitory effect of 17β-estradiol, BPA and other known endocrine disruptor compounds; genistein and polychlorinated biphenyl congener 54 (PCB54), on the *Myh6* transcript levels [41]. Although, the functional significance of *Myh6* in breast cancer cells is unknown, these studies do provide a model of how BPA may down-regulate *Myh6*. Given that neonatal cardiomyocytes express functional estrogen receptors [23] it is plausible that hormone mediated pathways drive the BPA induced inhibition of *Myh6* expression observed in our study.

Thyroid hormone status is an important determinant of myosin isoform composition in the cardiac ventricles [42]. Initiation of thyroid hormone receptor alpha binding of T_3_ at birth initiates the onset of postnatal cardiac phenotype [43] and myosin heavy chain isoforms in postnatal ventricles are direct transcriptional targets of thyroid hormone as indicated by reduced *Myh6* expression in hypothyroid adult ventricular myocardium [44]–[47]. Research in rodent cells revealed that BPA acts as a thyroid hormone antagonist and represses thyroid hormone transcriptional target genes by non-competitively binding to the thyroid hormone receptor, and recruiting a co-repressor, N-CoR [6], [7]. Our result supports this mechanism of action and indicates that BPA inhibits the induction of *Myh6* and may interfere with the transformation of the fetal heart into postnatal heart. Another non-exclusive mechanism of *Myh6* down-regulation may be the repression of thyroid hormone receptor expression [48]. However, we did not observe any significant differences in the mRNA expression of these receptors in response to BPA exposure. 

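On the arrays, Thrb passed the filter on variation in LV, RV and RA, and in these 6 comparisons the smallest adjusted limma p was 0.983. In RV, its log2 fold change was −0.44 in EG (SE 0.66, exact two-sided permutation p = 0.3) and −0.86 in LG (SE 0.66, exact two-sided permutation p = 0.7). The LG value in RV rests on BPA exposed fetus 12, without which it was 0.16. In RA, the fold change was 0.54 in EG (SE 0.35, exact two-sided permutation p = 0.2) and −0.10 in LG (SE 0.35, exact two-sided permutation p = 0.8). In LA, where the filter removed the transcript, the fold changes were 0.34 and −0.11. The alpha receptor was not analysed here.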

A recent report showed that *miR-205* silences TRAP220/MED1, a co-activator of several nuclear hormone receptors including thyroid hormone receptor, in hypoxic human placental trophoblasts [49]. Induction of *miR-205* in our study is particularly important as TRAP220 is indispensable for embryonic development and homozygous TRAP220 knockout mice experience placental insufficiency and defective heart development, consistent with heart failure, and suffer early embryonic mortality [50], [51]. *In vitro* studies conducted on embryonic fibroblasts from these TRAP220 knockout mice indicated perturbed thyroid hormone signaling. The BPA mediated induction of *miR-205* and *miR-224* in fetal cardiac tissue is compelling as these are known to regulate tissue remodeling [49], [52].

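The array level of the Adam12 transcript in RA of LG fetuses was 7.31 ± 0.31 (SD, n = 3) in controls and 7.87 ± 0.32 (SD, n = 3) in BPA exposed fetuses, and the groups overlapped (6.97 to 7.59 and 7.51 to 8.14). The fold change in RA was 0.55 on the log2 scale (SE 0.32), with an unadjusted limma p = 0.107, an adjusted p = 0.961 and an exact two-sided permutation p = 0.2. With each LG fetus left out, it lay between 0.38 and 0.73 and did not pass the criteria. Table 1 of the paper gives this transcript for Adam12-l, and which forms its probes measure was not analysed here.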

Maternal BPA exposure during LG up-regulates *Adam12-l* expression in the LV (microarray), RV and RA (microarray and qRT-PCR) of rhesus monkey fetuses. *Adam12* is a member of the ADAMs multi-gene family that is expressed during early embryonic and fetal stages of development and in the adult heart [53], [54] with demonstrated roles in the integration of cell-to-cell and cell-to-extracellular matrix interaction, as well as growth factor signaling [55]. *Adam12* has been implicated in the development of cardiac hypertrophy [56] and elevated expression of *Adam12* is observed in human and rodent cardiac tissue during hypertrophic obstructive cardiomyopathy [53] and agonist-induced cardiac hypertrophy [57], [58]. Although the physiological pathway associated with up-regulation of *Adam12-l* is not clear, we speculate that the transforming growth factor beta (TGFβ) pathway may be involved. Research conducted using hepatic stellate cells [59], [60], fibroblasts and mammary epithelial cells [61], reported that TGFβ, isoform 1 (TGFβ1) is a transcriptional activator of both the long and the short isoforms of *Adam12* that reciprocally promotes TGFβ/smad signaling by enhancing the TGFβ type II receptor internalization [62]. Further, BPA up-regulates the expression of other *TGFβ* isoforms, *TGFβ2* and *TGFβ3* transcripts but not *TGFβ1*, in neural tissue [63] and endometrial cancer cells [64], respectively. Additionally, up-regulation of *miR-224* observed in our study further supports this interpretation as TGFβ1 was shown to activate *miR-224* transcription in mouse granulosa cells [52]. Lack of any significantly increased *TGFβ* mRNA expression in our microarray analysis (data not shown) is however not surprising as temporal differences may exist in the expression of both the *Adam12-l* and *TGFβ* transcripts.

Our microarray analysis shows that BPA caused largely distinct gene expression changes in different cardiac quadrants and at both the developmental stages. Indeed, different quadrants of the mammalian heart (LV, RV, LA & RA) are divergent in structure, contractile function and metabolism as confirmed by compartment specific myocardial gene expression profiles [65]–[67]. Moreover, cardiac remodeling events that underlie important cardiovascular pathophysiologies vary in accordance with the specific heart compartments [67]–[69]. Hence, the influence of BPA on different anatomical subdivisions of the heart is presumed to be variable. Additionally, we observed larger ‘within group’ variability in gene expression, which may signify the genetic heterogeneity in the sample groups studied. 

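Of the 319 transcripts that passed the criteria in some chamber after EG exposure, 4 (1.25%) passed in more than 1 chamber, and 2 of these changed in the same direction. After LG exposure, 5 of 336 (1.49%) passed in more than 1 chamber, all in the same direction. Adam12 in LV and RV was among these 5, with 3 U6 spliceosomal RNAs and a signal recognition particle RNA. The 4 EG transcripts were IFI27L1, mml-mir-140, which fell in RV and rose in LA, and 2 transcripts of mml-mir-554, of which 1 rose in RV and fell in RA and the other rose in RV and LA. The latter (ENSMMUT00000049665) is mml-mir-554 in the paper's Table S2, whereas its Table S3 describes it as a microRNA with no name. Apart from Adam12 and IFI27L1, these transcripts were named after their values were seen. IFI27L1 (ENSMMUT00000003381, interferon alpha-inducible protein 27-like protein 1) rose after EG exposure by a log2 fold change of 2.45 in LV, 2.60 in LA and 2.36 in RA. In RV its fold change was 2.02 (SE 0.71) and did not pass the criteria, with an unadjusted limma p = 0.0123 and an exact two-sided permutation p = 0.1. The LV call was lost without fetus 2, 3, 4 or 6 (1.93 to 2.59) and with an interquartile range of at least 1, and the RV value passed in a fit of the EG arrays alone and with array weights (1.82), a weighting that did not converge in RV. A level as high as in the EG BPA exposed fetuses was also present in LG control fetus 7 (9.21 in LA, against 8.69 to 9.35 in EG BPA exposed fetuses and 6.00 to 7.31 in the other fetuses). The overlap of each of 16 pairs of lists was compared with chance by a one-sided Fisher's exact test over the transcripts tested in both. Between chambers, the smallest p was that of RV and LA in EG, with 2 shared transcripts against 0.333 by chance (exact p = 0.0432, adjusted p = 0.230). The EG and LG lists of a chamber shared 10 transcripts in LV (1.37 by chance, exact p = 1.2e-06, adjusted p = 1.9e-05), 8 of them in opposite directions. Both lists of a chamber take their error from the same fit, which Fisher's test does not allow for, and 25 of 100 splits of the LV fetuses shared at least 10, with a median of 8 over the other splits. The lists shared 3 in LA (0.501 by chance, exact p = 0.0135, adjusted p = 0.108), where 47 of 100 splits shared at least 3, and 0 in RV and RA by the limma criteria, where 21 and 18 transcripts had an unadjusted limma p of at most 0.05 in both windows. When each window was fitted alone in LV, the lists shared 3 transcripts (1.52 by chance, exact p = 0.194).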

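The median over tested transcripts of the SD within groups was 0.775 on the log2 scale in LV, 0.546 in RV, 0.500 in LA, 0.521 in RA and 0.368 in BFM. A further quantile normalization moved none of these by more than 0.01, and without the filter on variation they fell to 0.580, 0.413, 0.310, 0.337 and 0.257. When all 26149 transcripts of each tissue were put into 4 bins of equal size by their mean level, the median SD in LV was 1.06 in the lowest bin, 0.732 and 0.448 in the next and 0.300 in the highest. In RV it was 0.316, 0.475, 0.519 and 0.368 from the lowest to the highest bin, with no such fall. LV transcripts of the lowest bin made up 36.2% of the tested transcripts and 60.1% of the 311 calls in EG and LG, among which the 10 transcripts called in both windows count for each. A value at the lowest level of its array was held in 58 of these 311 calls (18.7%) and in 0 of the calls in the other tissues. The fetuses' genotypes were not analysed here, and 1 array per fetus and tissue does not part differences between fetuses from those between arrays.

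**Figure D3:**
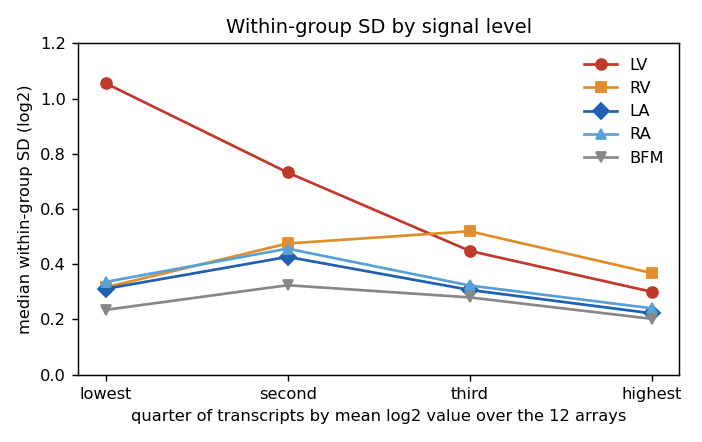
Median SD within groups, on the log2 scale, of all transcripts in 4 bins of mean level (x axis, lowest to highest), for LV, RV, LA, RA and BFM. The lowest bin of LV stands at 1.06, above every other point, and the highest bins lie between 0.202 and 0.368.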

While gene expression studies would benefit from a larger sample size, nonetheless our findings offer the first evidence of the potential of the maternal BPA exposure to alter cardiac development and health in non-human primate rhesus monkey.

In conclusion, our data indicate that chronic exposure to maternally delivered BPA significantly alters the transcript expression profiles of several coding and non-coding genes in rhesus monkey fetal heart tissue. The results of this study are important for multiple reasons. First, the observed changes of *Myh6* and *Adam12-l* mRNA expression are consistent with events that underlie cardiac remodeling during cardiovascular pathophysiologies such as cardiac hypertrophy [38], [40], [56]. Secondly, similarities in the metabolism of rhesus monkey and humans make these observations relevant to the latter, and may provide physiological insights into the recently reported correlations between urinary BPA concentration and the incidence of cardiovascular disease [20], [21]. Finally, our results emphasize the impact of physiologically relevant BPA exposure as the average maternal serum unconjugated BPA level in our study was 0.68 ng/ml [29], which is closer to the levels reported in human maternal serum during gestation [70], [71]. The results of this study conflict with recent reports that suggest that BPA poses no human health risk in either adults or newborns [72]. This research adds to the evidence suggesting that the rising incidence of cardiovascular and metabolic diseases in the human population may be in part a reflection of our lifetime dietary and environmental exposure to chemicals such as BPA.

## Supporting Information

Table S1 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the left ventricle (LV) of the early gestation (EG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

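Each entry pairs an Ensembl transcript with a description, a log2 fold change and an unadjusted p from limma. Among LV transcripts of EG fetuses whose 3 BPA exposed fetuses all lay on the same side of the 3 controls (exact two-sided permutation p = 0.1), the largest rise was that of mml-mir-563 (ENSMMUT00000049707). Its level rose from 0.01 ± 1.78 to 5.33 ± 0.65 (SD, n = 3 each), a log2 fold change of 5.32 (SE 1.11, limma adjusted p = 0.982). The largest fall was that of the signal recognition particle RNA ENSMMUT00000049939, from 5.16 ± 2.76 to −0.53 ± 0.46 (SD, n = 3 each), a fold change of −5.68 (SE 1.38, limma adjusted p = 0.982). Both passed the criteria with any 1 EG fetus left out. The first held the lowest value of the array in 1 of the 3 controls and the second in 2 of the 3 BPA exposed fetuses, so the size of both changes, and their rank, rests in part on where that value lies. Of the 163 LV transcripts, 25 (15.3%) held the lowest value of an array in at least 1 fetus.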

Table S2 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1) at** ***p*** **≤0.01 (unadjusted), in the right ventricle (RV) of the early gestation (EG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

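In RV of EG fetuses, the largest rise with separated groups was that of the Y RNA ENSMMUT00000035850, from 5.29 ± 0.84 to 7.70 ± 0.69 (SD, n = 3 each). This log2 fold change of 2.42 (SE 0.77, limma adjusted p = 1.00) no longer passed the criteria without fetus 2, 3, 4 or 6 (1.94 to 2.60), or without the filter on variation. The small nucleolar RNA SNORD52 (ENSMMUT00000033757) had the largest fall, from 8.27 ± 1.06 to 6.45 ± 0.12 (SD, n = 3 each), a fold change of −1.82 (SE 0.58, limma adjusted p = 1.00). Without control fetus 1 that fall was −1.21 and failed the criteria, as it did without fetus 4, 5 or 6 and with an interquartile range of at least 1.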

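Among LA transcripts of EG fetuses whose groups did not overlap, ENSMMUT00000044344, a protein coding transcript with no name, rose most, from 4.00 ± 0.20 to 6.78 ± 1.04 (SD, n = 3 each). Its log2 fold change was 2.78 (SE 0.70, limma adjusted p = 1.00). The largest fall was that of a microRNA transcript (ENSMMUT00000049389), from 8.98 ± 0.82 to 6.17 ± 0.56 (SD, n = 3 each), a fold change of −2.81 (SE 0.52, limma adjusted p = 0.597). Both passed the criteria with any 1 EG fetus left out.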

Table S3 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the left atrium (LA) of the early gestation (EG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

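In RA of EG fetuses, ENSMMUT00000020971, a transcript described as a receptor, had the largest rise with separated groups, from 5.67 ± 0.51 to 8.77 ± 2.40 (SD, n = 3 each). The rise of 3.10 on the log2 scale (SE 0.82, limma adjusted p = 1.00) was 2.80 without control fetus 2 and then failed the criteria. ENSMMUT00000049024, which passed the criteria but is not listed in Table S4, had the largest fall, from 8.12 ± 1.86 to 4.42 ± 0.38 (SD, n = 3 each), a log2 fold change of −3.70 (SE 1.21, limma adjusted p = 1.00). It passed the criteria when control fetus 3 was left out, and failed them without any other EG fetus (−3.91 to −2.70) and without the filter on variation.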

Table S4 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the right atrium (RA) of the early gestation (EG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

Table S5 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the left ventricle (LV) of the late gestation (LG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

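Of the 148 LV transcripts of LG fetuses, 33 (22.3%) held the lowest value of an array in at least 1 fetus. The U1 spliceosomal RNA ENSMMUT00000034332 had the largest computed rise with separated groups, from 0.46 ± 1.31 to 5.09 ± 0.43 (SD, n = 3 each). Its log2 fold change of 4.64 (SE 0.78, limma adjusted p = 0.556) passed the criteria with any 1 LG fetus left out, and it held the lowest value of the array in 2 of the 3 controls. These give only an upper limit, so the rise rests on where that value lies, and its rank above miR-224, at that value in all 3 controls, is not settled. The small nucleolar RNA SNORD81 (ENSMMUT00000048699) had the largest computed fall, from 4.93 ± 1.13 to −0.76 ± 0.70 (SD, n = 3 each), a fold change of −5.68 (SE 1.66, limma adjusted p = 0.983). All 3 of its BPA exposed values are the lowest value of their array and give only an upper limit, so this fold change is a limit that rests on where that value lies, and its rank as the largest fall is not settled. It failed the criteria without any LG fetus except fetus 9 (−6.09 to −5.21) and with array weights (−5.41).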

Table S6 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the right ventricle (RV) of the late gestation (LG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

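In RV of LG fetuses, a microRNA transcript (ENSMMUT00000049708) had the largest rise with separated groups, from 5.51 ± 1.10 to 7.85 ± 1.03 (SD, n = 3 each). This rise of 2.34 on the log2 scale (SE 0.73, limma adjusted p = 1.00) failed the criteria without fetus 7, 8, 10 or 11 (1.76 to 2.52) and with array weights (1.56), which did not converge in RV. mml-mir-452 (ENSMMUT00000036785) fell most, from 7.06 ± 0.87 to 4.39 ± 0.87 (SD, n = 3 each). Its fold change of −2.66 (SE 0.76, limma adjusted p = 1.00) was −2.19 without control fetus 8, −2.24 without BPA exposed fetus 12 and −1.34 with array weights, none of which passed.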

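In LA of LG fetuses, the transcript described as 5-aminolevulinate synthase, erythroid-specific, mitochondrial Precursor (ENSMMUT00000011786) had the largest rise with separated groups, from 7.73 ± 1.20 to 10.53 ± 2.06 (SD, n = 3 each). The rise of 2.81 on the log2 scale (SE 0.84, limma adjusted p = 0.836) failed the criteria without fetus 7 (2.19), 8 (2.84) or 10 (1.62) and in a fit of the LG arrays alone. The U6 spliceosomal RNA ENSMMUT00000050338 fell most, from 6.95 ± 1.23 to 4.61 ± 0.61 (SD, n = 3 each), a fold change of −2.35 (SE 0.62, limma adjusted p = 0.707). Without control fetus 8 the fall was −1.87 and failed the criteria.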

Table S7 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the left atrium (LA) of the late gestation (LG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

Table S8 **List of gene transcripts that changed by ≥2 fold (log_2_ fold change (LFC) = ±1), at** ***p*** **≤0.01 (unadjusted), in the right atrium (RA) of the late gestation (LG), maternally BPA exposed** ***vs.*** **matched control, fetuses.**
(PDF) Click here for additional data file.

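In RA of LG fetuses, ENSMMUT00000048410, which passed the criteria but is not listed in Table S8, had the largest rise with separated groups, from 4.73 ± 0.76 to 7.03 ± 1.50 (SD, n = 3 each). Its log2 fold change of 2.30 (SE 0.70, limma adjusted p = 0.961) failed the criteria without fetus 8, 10 or 11 (1.62 to 2.17) and with array weights (2.11). The microRNA mmi-mir-20a (ENSMMUT00000036761) fell most, from 6.04 ± 1.54 to 3.94 ± 0.35 (SD, n = 3 each), a fold change of −2.11 (SE 0.69, limma adjusted p = 0.961). It failed the criteria without any LG fetus except fetus 9 (−2.31 to −1.46), without the filter on variation and with an interquartile range of at least 1.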

# Supplementary material for: Maternal Bisphenol A Exposure Impacts the Fetal Heart Transcriptome
**Source:** PLoS One. 2014 Feb 25;9(2):e89096. doi: 10.1371/journal.pone.0089096
**Supplement:** Table S1 — List of gene transcripts that changed by ≥2 fold (log2 fold change (LFC) = ±1), at p ≤0.01 (unadjusted), in the left ventricle (LV) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.

**Table S1. List of gene transcripts that changed by  $\geq 2$  fold ( $\log_2$  fold change (LFC) =  $\pm 1$ ), at  $p \leq 0.01$  (unadjusted), in the left ventricle (LV) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.**

| SEQ_ID             | Gene description                                                                  | $\log_2$ fold change <sup>a</sup> | p value |
|--------------------|-----------------------------------------------------------------------------------|-----------------------------------|---------|
| ENSMMUT00000049707 | mml-mir-563                                                                       | 5.323                             | 0.001   |
| ENSMMUT00000036245 | Y RNA                                                                             | 4.669                             | 0.006   |
| ENSMMUT00000036754 | mml-mir-194-1                                                                     | 4.057                             | 0.004   |
| ENSMMUT00000036732 | mml-mir-135a-1                                                                    | 3.916                             | 0.004   |
| ENSMMUT00000036236 | Y RNA                                                                             | 3.877                             | 0.01    |
| ENSMMUT00000050262 | 5S ribosomal RNA                                                                  | 3.441                             | 0.009   |
| ENSMMUT00000033723 | Small nucleolar RNA SNORA2/SNORA34 family                                         | 3.203                             | 0.002   |
| ENSMMUT00000035173 | Small nucleolar RNA SNORA41                                                       | 3.044                             | 0.006   |
| ENSMMUT00000035699 | Small nucleolar RNA SNORD113/SNORD114 family                                      | 2.886                             | 0.001   |
| ENSMMUT00000016931 | novel protein_coding                                                              | 2.824                             | 0.002   |
| ENSMMUT0000005699  | Zinc finger SWIM domain-containing protein 2                                      | 2.814                             | 0.004   |
| ENSMMUT00000048998 | Small nucleolar RNA SNORA57                                                       | 2.754                             | 0.006   |
| ENSMMUT00000050231 | Eukaryotic type signal recognition particle RNA                                   | 2.727                             | 0.006   |
| ENSMMUT00000018990 | Placenta-specific 1-like protein Precursor                                        | 2.661                             | 0       |
| ENSMMUT00000027509 | Olfactory receptor 8B4                                                            | 2.661                             | 0.004   |
| ENSMMUT00000004910 | Novel protein_coding                                                              | 2.627                             | 0.001   |
| ENSMMUT00000050458 | 7SK RNA                                                                           | 2.547                             | 0.005   |
| ENSMMUT00000034332 | U1 spliceosomal RNA                                                               | 2.514                             | 0.008   |
| ENSMMUT00000003381 | Interferon alpha-inducible protein 27-like protein 1                              | 2.451                             | 0.008   |
| ENSMMUT00000010137 | Synaptic vesicle glycoprotein 2A                                                  | 2.321                             | 0.007   |
| ENSMMUT00000034245 | 5S ribosomal RNA                                                                  | 2.248                             | 0.001   |
| ENSMMUT00000036839 | Novel miRNA                                                                       | 2.169                             | 0.006   |
| ENSMMUT00000007788 | Serine/threonine-protein kinase MAK                                               | 2.129                             | 0.003   |
| ENSMMUT00000005248 | Family 13, member C1-like protein                                                 | 2.127                             | 0.01    |
| ENSMMUT00000034795 | U1 spliceosomal RNA                                                               | 2.09                              | 0.002   |
| ENSMMUT00000014825 | tumor necrosis factor                                                             | 1.923                             | 0.007   |
| ENSMMUT00000007275 | Olfactory receptor 9Q2                                                            | 1.88                              | 0.005   |
| ENSMMUT00000002411 | Stonin-1                                                                          | 1.81                              | 0.003   |
| ENSMMUT00000010742 | Desmocollin-3 Precursor                                                           | 1.764                             | 0.003   |
| ENSMMUT00000011791 | Rho-related GTP-binding protein Rho6 Precursor                                    | 1.728                             | 0.007   |
| ENSMMUT00000008899 | Synaptonemal complex central element protein 1                                    | 1.726                             | 0.006   |
| ENSMMUT00000021372 | interleukin-18                                                                    | 1.716                             | 0.006   |
| ENSMMUT00000010384 | Novel protein_coding                                                              | 1.71                              | 0.008   |
| ENSMMUT00000006441 | HCG1777656Putative uncharacterized proteinPutative uncharacterized protein GSTTP1 | 1.709                             | 0.007   |
| ENSMMUT00000050527 | Eukaryotic type signal recognition particle RNA                                   | 1.682                             | 0.008   |
| ENSMMUT00000014919 | HORMA domain-containing protein 1                                                 | 1.667                             | 0.009   |
| ENSMMUT00000018988 | Gastric intrinsic factor Precursor                                                | 1.66                              | 0.007   |
| ENSMMUT00000042406 | Prominin-1 Precursor                                                              | 1.646                             | 0.005   |
| ENSMMUT00000016453 | RING finger protein 32                                                            | 1.611                             | 0.006   |
| ENSMMUT00000022193 | Kelch-like protein 17                                                             | 1.592                             | 0.008   |
| ENSMMUT00000043977 | known protein_coding                                                              | 1.544                             | 0.005   |
| ENSMMUT00000040878 | Serine protease inhibitor Kazal-type 5 Precursor                                  | 1.513                             | 0.003   |

|                    |                                                   |        |       |
|--------------------|---------------------------------------------------|--------|-------|
| ENSMMUT00000034586 | U1 spliceosomal RNA                               | 1.485  | 0.006 |
| ENSMMUT00000005790 | Kelch repeat and BTB domain-containing protein 8  | 1.395  | 0.007 |
| ENSMMUT00000042488 | Protein PMS2CL                                    | 1.282  | 0.008 |
| ENSMMUT00000020666 | Novel protein_coding                              | 1.233  | 0.007 |
| ENSMMUT00000031838 | Novel protein_coding                              | 1.185  | 0.009 |
| ENSMMUT00000003676 | Sodium-dependent phosphate transport protein 1    | 1.164  | 0.008 |
| ENSMMUT00000049939 | Eukaryotic type signal recognition particle RNA   | -5.681 | 0.002 |
| ENSMMUT00000036475 | U6 spliceosomal RNA                               | -5.556 | 0.005 |
| ENSMMUT00000048686 | mml-mir-652                                       | -4.778 | 0.001 |
| ENSMMUT00000034471 | U6 spliceosomal RNA                               | -4.73  | 0.009 |
| ENSMMUT00000049501 | mml-mir-557                                       | -4.702 | 0.01  |
| ENSMMUT00000036363 | Y RNA                                             | -4.364 | 0.007 |
| ENSMMUT00000037154 | U6 spliceosomal RNA                               | -4.228 | 0.002 |
| ENSMMUT00000042181 | novel protein_coding                              | -4.203 | 0     |
| ENSMMUT00000049678 | U6atac minor spliceosomal RNA                     | -4.19  | 0.003 |
| ENSMMUT00000050795 | U6 spliceosomal RNA                               | -3.993 | 0.008 |
| ENSMMUT00000037441 | U6 spliceosomal RNA                               | -3.881 | 0.009 |
| ENSMMUT00000035286 | Small nucleolar RNA SNORD74                       | -3.76  | 0.002 |
| ENSMMUT00000034022 | Y RNA                                             | -3.733 | 0.008 |
| ENSMMUT00000036466 | U6 spliceosomal RNA                               | -3.694 | 0.006 |
| ENSMMUT00000048820 | U6 spliceosomal RNA                               | -3.593 | 0.002 |
| ENSMMUT00000034578 | Small nucleolar RNA U3                            | -3.47  | 0.004 |
| ENSMMUT00000006829 | Protein S100-A7-like 2                            | -3.441 | 0.005 |
| ENSMMUT00000049190 | Novel miRNA                                       | -3.313 | 0.007 |
| ENSMMUT00000033879 | U5 spliceosomal RNA                               | -3.206 | 0.001 |
| ENSMMUT00000034186 | Y RNA                                             | -3.173 | 0.003 |
| ENSMMUT00000034986 | Y RNA                                             | -3.104 | 0.005 |
| ENSMMUT00000050093 | Eukaryotic type signal recognition particle RNA   | -3.053 | 0.001 |
| ENSMMUT00000050336 | Eukaryotic type signal recognition particle RNA   | -3.041 | 0.003 |
| ENSMMUT00000049721 | Small Nucleolar RNA SNORD111                      | -2.996 | 0.002 |
| ENSMMUT00000031762 | Novel protein_coding                              | -2.981 | 0.006 |
| ENSMMUT00000026546 | Follicle stimulating hormone beta polypeptide     | -2.897 | 0.004 |
| ENSMMUT00000034178 | U6 spliceosomal RNA                               | -2.79  | 0.002 |
| ENSMMUT00000020628 | Novel protein_coding                              | -2.783 | 0.005 |
| ENSMMUT00000035806 | Y RNA                                             | -2.768 | 0.005 |
| ENSMMUT00000035283 | U6 spliceosomal RNA                               | -2.744 | 0.009 |
| ENSMMUT00000010349 | Arrestin domain-containing protein 2              | -2.739 | 0.001 |
| ENSMMUT00000036368 | 5S ribosomal RNA                                  | -2.723 | 0.003 |
| ENSMMUT00000001955 | Gap junction alpha-8 protein                      | -2.72  | 0.009 |
| ENSMMUT00000050062 | Small subunit ribosomal RNA, 5' domain            | -2.695 | 0.004 |
| ENSMMUT00000030663 | RasGAP-activating-like protein 1                  | -2.685 | 0.007 |
| ENSMMUT00000007224 | Tumor necrosis factor ligand superfamily member 8 | -2.668 | 0.003 |
| ENSMMUT00000051159 | 5S ribosomal RNA                                  | -2.657 | 0.001 |
| ENSMMUT00000021114 | Histamine H4 receptor                             | -2.64  | 0.001 |
| ENSMMUT00000034667 | U4 spliceosomal RNA                               | -2.597 | 0.007 |
| ENSMMUT00000029172 | Olfactory receptor 8B12                           | -2.576 | 0.002 |
| ENSMMUT00000020584 | Olfactory receptor                                | -2.573 | 0.004 |

|                     |                                                                                   |        |       |
|---------------------|-----------------------------------------------------------------------------------|--------|-------|
| ENSMMUT00000018313  | Hyaluronan synthase 1                                                             | -2.558 | 0.007 |
| ENSMMUT00000049889  | 7SK RNA                                                                           | -2.551 | 0.008 |
| ENSMMUT00000003938  | Hepatocyte nuclear factor 4-gamma                                                 | -2.538 | 0.005 |
| ENSMMUT000000033980 | U6 spliceosomal RNA                                                               | -2.53  | 0.001 |
| ENSMMUT000000033787 | Small nucleolar RNA SNORA38                                                       | -2.525 | 0.009 |
| ENSMMUT000000002882 | Interstitial collagenase Precursor                                                | -2.51  | 0.003 |
| ENSMMUT000000023620 | Paired box protein Pax-6                                                          | -2.463 | 0.003 |
| ENSMMUT000000038016 | 5S ribosomal RNA                                                                  | -2.435 | 0.004 |
| ENSMMUT000000005486 | Sal-like protein 4                                                                | -2.404 | 0.003 |
| ENSMMUT000000050581 | Eukaryotic type signal recognition particle RNA                                   | -2.396 | 0.001 |
| ENSMMUT000000021148 | Vascular non-inflammatory molecule 3 Precursor                                    | -2.367 | 0.008 |
| ENSMMUT000000003335 | Uncharacterized protein C4orf36                                                   | -2.323 | 0.007 |
| ENSMMUT000000014656 | Ankyrin repeat domain-containing protein 58                                       | -2.309 | 0.004 |
| ENSMMUT000000011226 | Beta-microseminoprotein precursor                                                 | -2.304 | 0.007 |
| ENSMMUT000000016182 | Interleukin-16 precursor                                                          | -2.3   | 0.009 |
| ENSMMUT000000007236 | Neuroendocrine convertase 1 Precursor                                             | -2.292 | 0.004 |
| ENSMMUT000000037049 | Y RNA                                                                             | -2.276 | 0.001 |
| ENSMMUT000000007864 | Novel protein_coding                                                              | -2.269 | 0.005 |
| ENSMMUT000000022594 | Complement component 1, q subcomponent-like 1                                     | -2.264 | 0.002 |
| ENSMMUT000000015913 | Uncharacterized protein C6orf223                                                  | -2.23  | 0     |
| ENSMMUT000000025935 | Novel protein_coding                                                              | -2.209 | 0.001 |
| ENSMMUT000000001429 | Solute carrier family 23 member 1                                                 | -2.2   | 0.007 |
| ENSMMUT000000024779 | Novel protein_coding                                                              | -2.184 | 0.006 |
| ENSMMUT000000049611 | Novel miRNA                                                                       | -2.159 | 0.004 |
| ENSMMUT000000044837 | Growth hormone variant precursor                                                  | -2.11  | 0.004 |
| ENSMMUT000000012142 | Solute carrier family 28 member 3                                                 | -2.11  | 0.01  |
| ENSMMUT000000022627 | Nicotinic acetylcholine receptor subunit beta2                                    | -2.104 | 0     |
| ENSMMUT000000037794 | U6 spliceosomal RNA                                                               | -2.086 | 0.001 |
| ENSMMUT000000032007 | WAP, kazal, immunoglobulin, kunitz & NTR domain-containing protein 2<br>Precursor | -2.048 | 0.006 |
| ENSMMUT000000001481 | Uncharacterized protein C8orf80                                                   | -2.032 | 0.003 |
| ENSMMUT000000000391 | Fibronectin type III and SPRY domain-containing protein 1                         | -2.027 | 0.008 |
| ENSMMUT000000046073 | Novel protein_coding                                                              | -2.025 | 0.004 |
| ENSMMUT000000029331 | C-type lectin domain family 4 member F                                            | -2.014 | 0     |
| ENSMMUT000000009882 | Neutral ceramidase                                                                | -2.006 | 0.009 |
| ENSMMUT000000000891 | Uncharacterized NHL-repeat-containing protein C16orf11                            | -1.986 | 0.007 |
| ENSMMUT000000042512 | Novel protein_coding                                                              | -1.985 | 0.009 |
| ENSMMUT000000015519 | Protein FAM47A                                                                    | -1.968 | 0.009 |
| ENSMMUT000000049634 | Novel miRNA                                                                       | -1.965 | 0.008 |
| ENSMMUT000000014197 | Thioredoxin domain-containing protein 3                                           | -1.958 | 0.004 |
| ENSMMUT000000010814 | Hemopexin Precursor                                                               | -1.954 | 0     |
| ENSMMUT000000026787 | Interferon omega-1 Precursor                                                      | -1.923 | 0.006 |
| ENSMMUT000000026754 | Novel protein_coding                                                              | -1.886 | 0.002 |
| ENSMMUT000000014766 | Mucin-5B Precursor                                                                | -1.872 | 0.009 |
| ENSMMUT000000016195 | Arylsulfatase I Precursor                                                         | -1.869 | 0.006 |
| ENSMMUT000000026236 | Polycystic kidney disease and receptor for egg jelly-related protein<br>Precursor | -1.827 | 0.005 |
| ENSMMUT000000025736 | Retinoic acid receptor responder protein 3                                        | -1.82  | 0.005 |

|                    |                                                                     |        |       |
|--------------------|---------------------------------------------------------------------|--------|-------|
| ENSMMUT00000015434 | Novel protein_coding                                                | -1.797 | 0.009 |
| ENSMMUT00000000164 | Novel protein_coding                                                | -1.774 | 0.005 |
| ENSMMUT00000020299 | Ephrin type-A receptor 5 Precursor                                  | -1.764 | 0.006 |
| ENSMMUT00000025718 | Secreted Ly-6/uPAR-related protein 1 Precursor                      | -1.744 | 0.007 |
| ENSMMUT00000022802 | Ankyrin repeat and LEM domain-containing protein 1                  | -1.713 | 0.002 |
| ENSMMUT00000007726 | Calcium-binding protein 4                                           | -1.683 | 0.006 |
| ENSMMUT00000001108 | Olfactory receptor 2T6                                              | -1.683 | 0.009 |
| ENSMMUT00000040972 | Novel protein_coding                                                | -1.657 | 0.009 |
| ENSMMUT00000005994 | Thromboxane-A synthase                                              | -1.646 | 0.005 |
| ENSMMUT00000042668 | Trefoil factor 1 Precursor                                          | -1.646 | 0.006 |
| ENSMMUT00000050724 | Eukaryotic type signal recognition particle RNA                     | -1.624 | 0.004 |
| ENSMMUT00000048192 | Novel protein_coding                                                | -1.622 | 0.009 |
| ENSMMUT00000025083 | Doublesex- and mab-3-related transcription factor 3                 | -1.59  | 0.009 |
| ENSMMUT00000004286 | Protein FAM150A Precursor                                           | -1.585 | 0.001 |
| ENSMMUT00000025428 | Carcinoembryonic antigen-related cell adhesion molecule 4 Precursor | -1.578 | 0.004 |
| ENSMMUT00000003394 | Abhydrolase domain-containing protein 1                             | -1.569 | 0.009 |
| ENSMMUT00000007706 | Novel protein_coding                                                | -1.559 | 0.003 |
| ENSMMUT00000009845 | Novel protein_coding                                                | -1.553 | 0.006 |
| ENSMMUT00000020723 | Zinc finger protein 409                                             | -1.542 | 0.009 |
| ENSMMUT00000005890 | UPF0417 protein FAM163A                                             | -1.526 | 0.008 |
| ENSMMUT00000012557 | Transmembrane protein 221                                           | -1.504 | 0.007 |
| ENSMMUT00000030786 | Leucine-rich repeat-containing protein 34                           | -1.503 | 0.005 |
| ENSMMUT00000039845 | Novel protein_coding                                                | -1.487 | 0.009 |
| ENSMMUT00000015710 | Krueppel-like factor 1                                              | -1.435 | 0.009 |
| ENSMMUT00000025005 | Olfactory receptor 5T3                                              | -1.399 | 0.008 |
| ENSMMUT00000041419 | Novel protein_coding                                                | -1.344 | 0.007 |
| ENSMMUT00000011835 | Novel protein_coding                                                | -1.332 | 0.009 |
| ENSMMUT00000042193 | Putative uncharacterized protein IGHEP2 Fragment                    | -1.282 | 0.006 |

<sup>a</sup>positive sign indicates up-regulation while the negative sign represents down-regulation.

# Supplementary material for: Maternal Bisphenol A Exposure Impacts the Fetal Heart Transcriptome
**Source:** PLoS One. 2014 Feb 25;9(2):e89096. doi: 10.1371/journal.pone.0089096
**Supplement:** Table S2 — List of gene transcripts that changed by ≥2 fold (log2 fold change (LFC) = ±1) at p ≤0.01 (unadjusted), in the right ventricle (RV) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.

**Table S2. List of gene transcripts that changed by  $\geq 2$  fold ( $\log_2$  fold change (LFC) =  $\pm 1$ ) at  $p \leq 0.01$  (unadjusted), in the right ventricle (RV) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.**

| SEQ_ID             | Gene description                        | $\log_2$ fold change <sup>a</sup> | p value |
|--------------------|-----------------------------------------|-----------------------------------|---------|
| ENSMMUT00000035850 | Y RNA                                   | 2.416                             | 0.007   |
| ENSMMUT00000037021 | Y RNA                                   | 2.383                             | 0       |
| ENSMMUT00000034864 | Y RNA                                   | 2.375                             | 0.001   |
| ENSMMUT00000050277 | Y RNA                                   | 2.318                             | 0.006   |
| ENSMMUT00000035315 | U6 spliceosomal RNA                     | 2.312                             | 0       |
| ENSMMUT00000034894 | Y RNA                                   | 2.283                             | 0       |
| ENSMMUT00000036920 | mml-mir-554                             | 2.218                             | 0.005   |
| ENSMMUT00000049665 | mml-mir-554                             | 2.042                             | 0.006   |
| ENSMMUT00000048496 | 5S ribosomal RNA                        | 1.991                             | 0.007   |
| ENSMMUT00000021101 | Bone morphogenetic protein 10 Precursor | 1.981                             | 0.004   |
| ENSMMUT00000036355 | Y RNA                                   | 1.981                             | 0.005   |
| ENSMMUT00000034209 | Y RNA                                   | 1.917                             | 0.005   |
| ENSMMUT00000037993 | Y RNA                                   | 1.914                             | 0.003   |
| ENSMMUT00000036432 | U6 spliceosomal RNA                     | 1.888                             | 0.003   |
| ENSMMUT00000035277 | Y RNA                                   | 1.81                              | 0.001   |
| ENSMMUT00000050574 | 7SK RNA                                 | 1.779                             | 0.004   |
| ENSMMUT00000048813 | 5S ribosomal RNA                        | 1.715                             | 0.001   |
| ENSMMUT00000049334 | NOVEL miRNA                             | 1.7                               | 0.002   |
| ENSMMUT00000037837 | Y RNA                                   | 1.615                             | 0.005   |
| ENSMMUT00000050646 | 5S ribosomal RNA                        | 1.608                             | 0       |
| ENSMMUT00000050420 | 7SK RNA                                 | 1.607                             | 0.002   |
| ENSMMUT00000049037 | Y RNA                                   | 1.601                             | 0.003   |
| ENSMMUT00000036334 | 7SK RNA                                 | 1.595                             | 0.006   |
| ENSMMUT00000037759 | U6 spliceosomal RNA                     | 1.579                             | 0.003   |
| ENSMMUT00000038192 | Novel SnRNA                             | 1.567                             | 0.002   |
| ENSMMUT00000035250 | Y RNA                                   | 1.557                             | 0.001   |
| ENSMMUT00000050676 | U6 spliceosomal RNA                     | 1.538                             | 0.004   |
| ENSMMUT00000037294 | U6 spliceosomal RNA                     | 1.486                             | 0.004   |
| ENSMMUT00000037573 | Small nucleolar RNA SNORA70             | 1.481                             | 0.002   |
| ENSMMUT00000033962 | Y RNA                                   | 1.476                             | 0.003   |
| ENSMMUT00000036933 | mml-mir-644                             | 1.468                             | 0.006   |
| ENSMMUT00000050898 | Novel miRNA                             | 1.407                             | 0.004   |
| ENSMMUT00000041981 | Novel protein_coding                    | 1.383                             | 0.001   |
| ENSMMUT00000050537 | 7SK RNA                                 | 1.383                             | 0.002   |
| ENSMMUT00000040134 | Novel protein_coding                    | 1.362                             | 0.007   |
| ENSMMUT00000037746 | U6 spliceosomal RNA                     | 1.343                             | 0.005   |
| ENSMMUT00000034103 | U6 spliceosomal RNA                     | 1.314                             | 0.001   |
| ENSMMUT00000033997 | Y RNA                                   | 1.312                             | 0.009   |
| ENSMMUT00000049493 | NOVEL miRNA                             | 1.306                             | 0.009   |
| ENSMMUT00000050700 | U6 spliceosomal RNA                     | 1.289                             | 0.006   |
| ENSMMUT00000046159 | Novel protein_coding                    | 1.287                             | 0.001   |
| ENSMMUT00000040355 | Novel protein_coding                    | 1.263                             | 0.01    |

|                    |                                                 |        |       |
|--------------------|-------------------------------------------------|--------|-------|
| ENSMMUT00000038006 | Y RNA                                           | 1.262  | 0.008 |
| ENSMMUT00000023817 | Novel protein_coding                            | 1.258  | 0.007 |
| ENSMMUT00000037751 | U6 spliceosomal RNA                             | 1.239  | 0.005 |
| ENSMMUT00000012626 | Novel protein_coding                            | 1.224  | 0.004 |
| ENSMMUT00000046181 | Novel protein_coding                            | 1.223  | 0.009 |
| ENSMMUT00000010802 | Novel protein_coding                            | 1.201  | 0.009 |
| ENSMMUT00000029903 | Novel protein_coding                            | 1.193  | 0.004 |
| ENSMMUT00000039171 | Tubulin beta-3 chain                            | 1.179  | 0.008 |
| ENSMMUT00000008733 | Novel protein_coding                            | 1.162  | 0.007 |
| ENSMMUT00000041728 | Novel protein_coding                            | 1.16   | 0.009 |
| ENSMMUT00000019673 | Novel protein_coding                            | 1.155  | 0.005 |
| ENSMMUT00000041329 | Novel protein_coding                            | 1.144  | 0.006 |
| ENSMMUT00000037656 | U6 spliceosomal RNA                             | 1.132  | 0.004 |
| ENSMMUT00000042878 | Novel protein_coding                            | 1.118  | 0.007 |
| ENSMMUT00000040087 | Novel protein_coding                            | 1.113  | 0.007 |
| ENSMMUT00000014245 | Novel protein_coding                            | 1.08   | 0.007 |
| ENSMMUT00000037625 | Novel SnRNA                                     | 1.064  | 0.005 |
| ENSMMUT00000041362 | Novel protein_coding                            | 1.053  | 0.008 |
| ENSMMUT00000018829 | Novel protein_coding                            | 1.047  | 0.008 |
| ENSMMUT00000019583 | 60S ribosomal protein L9                        | 1.022  | 0.009 |
| ENSMMUT00000050328 | Eukaryotic type signal recognition particle RNA | 1.02   | 0.007 |
| ENSMMUT00000007850 | Novel protein_coding                            | 1.019  | 0.008 |
| ENSMMUT00000033757 | Small nucleolar RNA SNORD52                     | -1.821 | 0.007 |
| ENSMMUT00000050386 | NOVEL miRNA                                     | -1.806 | 0.002 |
| ENSMMUT00000036703 | mml-mir-140                                     | -1.634 | 0.001 |
| ENSMMUT00000050708 | NOVEL miRNA                                     | -1.598 | 0.005 |
| ENSMMUT00000035869 | U6 spliceosomal RNA                             | -1.598 | 0.008 |
| ENSMMUT00000036512 | Small nucleolar RNA SNORA28                     | -1.571 | 0.004 |
| ENSMMUT00000051035 | Eukaryotic type signal recognition particle RNA | -1.561 | 0.002 |
| ENSMMUT00000049348 | NOVEL miRNA                                     | -1.477 | 0.004 |
| ENSMMUT00000049642 | NOVEL miRNA                                     | -1.199 | 0.007 |
| ENSMMUT00000041036 | MutS protein homolog 5                          | -1.176 | 0.003 |

<sup>a</sup>positive sign indicates upregulation while the negative sign represents downregulation.

# Supplementary material for: Maternal Bisphenol A Exposure Impacts the Fetal Heart Transcriptome
**Source:** PLoS One. 2014 Feb 25;9(2):e89096. doi: 10.1371/journal.pone.0089096
**Supplement:** Table S3 — List of gene transcripts that changed by ≥2 fold (log2 fold change (LFC) = ±1), at p ≤0.01 (unadjusted), in the left atrium (LA) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.

**Table S3. List of gene transcripts that changed by  $\geq 2$  fold ( $\log_2$  fold change (LFC) =  $\pm 1$ ), at  $p \leq 0.01$  (unadjusted), in the left atrium (LA) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.**

| SEQ_ID             | Gene description                                                | $\log_2$ fold change <sup>a</sup> | p value |
|--------------------|-----------------------------------------------------------------|-----------------------------------|---------|
| ENSMMUT00000044344 | Novel protein_coding                                            | 2.784                             | 0.001   |
| ENSMMUT00000003381 | Interferon alpha-inducible protein 27-like protein 1            | 2.597                             | 0       |
| ENSMMUT00000049665 | Novel miRNA                                                     | 2.594                             | 0.004   |
| ENSMMUT00000035933 | Y RNA                                                           | 2.472                             | 0.009   |
| ENSMMUT00000049499 | mml-mir-612                                                     | 2.023                             | 0.001   |
| ENSMMUT00000036774 | mml-mir-15a                                                     | 1.907                             | 0.001   |
| ENSMMUT00000035992 | 7SK RNA                                                         | 1.889                             | 0.003   |
| ENSMMUT00000050914 | 5S ribosomal RNA                                                | 1.781                             | 0.009   |
| ENSMMUT00000050648 | Eukaryotic type signal recognition particle RNA                 | 1.753                             | 0.006   |
| ENSMMUT00000036703 | mml-mir-140                                                     | 1.72                              | 0.003   |
| ENSMMUT00000050165 | Y RNA                                                           | 1.699                             | 0.005   |
| ENSMMUT00000035621 | 5S ribosomal RNA                                                | 1.648                             | 0.001   |
| ENSMMUT00000032952 | Catenin delta-2 (Delta-catenin)                                 | 1.579                             | 0.003   |
| ENSMMUT00000034520 | Y RNA                                                           | 1.56                              | 0.002   |
| ENSMMUT00000033591 | Y RNA                                                           | 1.519                             | 0.005   |
| ENSMMUT00000028853 | Small conductance calcium-activated potassium channel protein 2 | 1.427                             | 0.008   |
| ENSMMUT00000035922 | U1 spliceosomal RNA                                             | 1.412                             | 0.007   |
| ENSMMUT00000050425 | Eukaryotic type signal recognition particle RNA                 | 1.297                             | 0.009   |
| ENSMMUT00000018597 | Amiloride-sensitive cation channel 4                            | 1.232                             | 0.003   |
| ENSMMUT00000016593 | Hexokinase-2                                                    | 1.185                             | 0.01    |
| ENSMMUT00000050317 | 7SK RNA                                                         | 1.165                             | 0.009   |
| ENSMMUT00000051150 | U2 spliceosomal RNA                                             | 1.082                             | 0.007   |
| ENSMMUT00000005293 | Beta-mannosidase Precursor                                      | 1.04                              | 0.005   |
| ENSMMUT00000049389 | Novel miRNA                                                     | -2.812                            | 0       |
| ENSMMUT00000036241 | U6 spliceosomal RNA                                             | -2.726                            | 0.001   |
| ENSMMUT00000015266 | Fatty acid-binding protein                                      | -2.188                            | 0.002   |
| ENSMMUT00000037756 | Small nucleolar RNA SNORD113/SNORD114 family                    | -1.932                            | 0.001   |
| ENSMMUT00000014502 | Myosin-11                                                       | -1.928                            | 0.006   |
| ENSMMUT00000036584 | mml-mir-346                                                     | -1.856                            | 0.003   |
| ENSMMUT00000036714 | mml-mir-7-1                                                     | -1.693                            | 0.003   |
| ENSMMUT00000035137 | 7SK RNA                                                         | -1.683                            | 0.005   |
| ENSMMUT00000036801 | mml-mir-25                                                      | -1.664                            | 0.005   |
| ENSMMUT00000050182 | U5 spliceosomal RNA                                             | -1.403                            | 0.003   |
| ENSMMUT00000036493 | Small nucleolar RNA SNORD18                                     | -1.364                            | 0.006   |
| ENSMMUT00000037449 | U6 spliceosomal RNA                                             | -1.338                            | 0.006   |
| ENSMMUT00000035424 | U6 spliceosomal RNA                                             | -1.315                            | 0.01    |
| ENSMMUT00000023399 | Tumor necrosis factor receptor superfamily member 10A Precursor | -1.309                            | 0.004   |
| ENSMMUT00000040036 | Serine/threonine-protein kinase Sgk1                            | -1.3                              | 0.007   |
| ENSMMUT00000036264 | Small nucleolar RNA SNORA62/SNORA6 family                       | -1.293                            | 0.003   |
| ENSMMUT00000050553 | Eukaryotic type signal recognition particle RNA                 | -1.281                            | 0.008   |
| ENSMMUT00000033983 | U6 spliceosomal RNA                                             | -1.255                            | 0.009   |
| ENSMMUT00000037948 | U6 spliceosomal RNA                                             | -1.25                             | 0.003   |
| ENSMMUT0000004698  | Novel protein_coding                                            | -1.208                            | 0.009   |

|                    |                              |        |       |
|--------------------|------------------------------|--------|-------|
| ENSMMUT00000020061 | UPF0573 protein C2orf70      | -1.201 | 0.006 |
| ENSMMUT00000005737 | Fc receptor-like B Precursor | -1.134 | 0.002 |
| ENSMMUT00000037508 | Y RNA                        | -1.063 | 0.009 |

<sup>a</sup>positive sign indicates upregulation while the negative sign represents downregulation.

# Supplementary material for: Maternal Bisphenol A Exposure Impacts the Fetal Heart Transcriptome
**Source:** PLoS One. 2014 Feb 25;9(2):e89096. doi: 10.1371/journal.pone.0089096
**Supplement:** Table S4 — List of gene transcripts that changed by ≥2 fold (log2 fold change (LFC) = ±1), at p ≤0.01 (unadjusted), in the right atrium (RA) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.

**Table S4. List of gene transcripts that changed by  $\geq 2$  fold ( $\log_2$  fold change (LFC) =  $\pm 1$ ), at  $p \leq 0.01$  (unadjusted), in the right atrium (RA) of the early gestation (EG), maternally BPA exposed vs. matched control, fetuses.**

| SEQ_ID              | Gene description                                       | $\log_2$ fold change <sup>a</sup> | p value |
|---------------------|--------------------------------------------------------|-----------------------------------|---------|
| ENSMMUT00000020971  | Seven transmembrane helix receptor                     | 3.096                             | 0.002   |
| ENSMMUT00000003381  | Interferon alpha-inducible protein 27-like protein 1   | 2.359                             | 0.001   |
| ENSMMUT000000005370 | Beta-defensin 1 precursor                              | 1.651                             | 0.003   |
| ENSMMUT00000024823  | Myosin-XVI                                             | 1.555                             | 0.001   |
| ENSMMUT000000034493 | Y RNA                                                  | 1.529                             | 0.006   |
| ENSMMUT000000042221 | Dehydrogenase/reductase SDR family member 7C Precursor | 1.517                             | 0.004   |
| ENSMMUT000000033771 | U6 spliceosomal RNA                                    | -2.792                            | 0.005   |
| ENSMMUT000000036920 | mml-mir-554                                            | -2.565                            | 0.005   |
| ENSMMUT000000033615 | U6 spliceosomal RNA                                    | -1.966                            | 0.001   |
| ENSMMUT000000037500 | U6 spliceosomal RNA                                    | -1.87                             | 0.001   |
| ENSMMUT000000034045 | U6 spliceosomal RNA                                    | -1.7                              | 0.005   |
| ENSMMUT000000034747 | Small nucleolar RNA SNORA58                            | -1.593                            | 0.008   |
| ENSMMUT000000030838 | Leucine-rich repeat-containing protein 7               | -1.548                            | 0.006   |

<sup>a</sup>positive sign indicates upregulation while the negative sign represents downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

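Transcript levels were measured on 60 arrays, from LV, RV, LA, RA and BFM of 12 female rhesus fetuses, 3 in each group (EG control, EG BPA, LG control and LG BPA). The deposited log2 values were made by the authors from NimbleGen arrays by robust multi-array averaging (RMA) within each tissue, which comprises background correction, quantile normalization of the probes and a median polish to 1 value for each of 26149 transcripts. All values came from that table, which names transcripts by their Ensembl identifiers. Names were taken from the paper's tables, and 6 of the 7 genes in its Tables 2 and 3 have a gene identifier that is paired with a symbol in the gene table used here. Log2 fold changes computed from the deposited values matched those of all 606 entries in the authors' Tables S1–S8 to within 5e-04, which settles the scale and the direction. How far each array's background lay below its values remains unknown, because scanner intensities were not used here. LV, RV, LA, RA and BFM were normalized separately, so levels were compared within a tissue, and only effects (BPA against control) were set against each other between tissues. Ventricular cDNA was not amplified and atrial cDNA was, and LV, RV, LA and RA each had their own slide, so slide, amplification and tissue are confounded between these chambers but not within them. The paper's text does not describe the preparation or the slides of BFM. The number of arrays limits the precision.

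Group means were fitted per tissue with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings) after removal of transcripts with an interquartile range below 0.5. A transcript was called differentially expressed at a log2 fold change of at least 1 in size and an unadjusted p of at most 0.01, as in the paper, and Benjamini-Hochberg adjusted p-values were computed beside it. Exact two-sided permutation tests were run for single transcripts, with 10 splits of 6 fetuses and a smallest p of 0.1. Array weights needed statmod 1.5.0, and in RV their iteration stopped before it converged, which limits what the weighted RV values show. Figures and tables of the paper were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

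The comparisons and their tests, the alternatives and the rule for named transcripts were fixed before the data were examined, and tests of explanations were set later, as the closing section says where they followed a result. The rule names every gene that the paper reports from the arrays, every transcript in at least 3 of Tables S1–S8, and, per tissue and window, the largest rise and the largest fall among called transcripts whose 3 BPA exposed fetuses lay on the same side of the 3 controls. The alternatives were no filter on variation, an interquartile range of at least 1, only the 6 arrays of a window, a prior variance with trend and robust settings, a further quantile normalization, median centring, removal of transcripts with a mean below the 25th percentile, array weights, an adjusted p of at most 0.05, no threshold on the fold change, and each fetus left out in turn. A log2 fold change of at least 1.5 in RA was added later. A count was treated as the same within 1.5 times, and a change of sign counted as a reversal only where the fold change exceeded its SE.

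The fetus numbers are shared between tissues, as the samples of a number come from the same animal. For each of 60 arrays, the transcripts that mark single fetuses in the other tissues matched the array's own fetus best. The correlation of deviations from the group means between LV and RV of the same fetus had a median of 0.126, against −0.0505 for different fetuses, and was over 0.1 in 7 of 12 fetuses. The LV effect was therefore compared with the RV effect both without and with the fetus as a block.

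The fits were tested on simulated data in which 200 transcripts were shifted by 2 on the log2 scale. At the paper's criteria 57% were recovered in LV EG (16643 transcripts tested) and 54% in LV LG (16643), 83% in RV EG (12135) and 83% in RV LG (12134), 88.5% in LA EG (7588) and 86% in LA LG (7589), and 84% in RA EG (8833) and 83.5% in RA LG (8833). In BFM (5137 tested), 84% were recovered in EG and 90% in LG. With an adjusted p of at most 0.05, 0 were recovered in LV in either window by limma, where 114 and 108 of the 200 met the unadjusted criteria. At that adjusted p, recovery in EG and LG was 36.5% and 35% in RV, 62% and 66% in LA, 48.5% and 51.5% in RA, and 69.5% and 79% in BFM. The paper's criteria also called transcripts that had not been shifted. In EG and LG these were 150 and 163 in LV, 126 and 118 in RV, 66 and 70 in LA, 102 and 89 in RA, and 47 and 52 in BFM. A measure of how far differences between fetuses recur across tissues was tested on 5000 simulated transcripts, and it exceeded 0.6 for 198 of 200 with a shared difference and for 0 of the others. The simulated noise was smaller than the shared differences and than the median SD within groups of the tested transcripts in any tissue. This recovery therefore says little on weaker shared differences in the real arrays. Quantitative PCR, glycogen measurements, the alpha thyroid hormone receptor and TGFβ isoforms were not analysed here.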

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

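The test of raised lowest values for the difference between LV and RV was chosen, and its verdict later changed to open, after the same step had been seen within LV, and that within LV was set once the shared lowest value had been noticed.

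The difference in the BPA effect in LV between the windows passed the unadjusted criteria for Adam12, miR-205 and miR-224, as tested directly in the fit. The effect was larger in LG than in EG by 1.59 for Adam12 (limma adjusted p = 0.806), 2.77 for miR-205 (limma adjusted p = 0.772) and 3.51 for miR-224 (limma adjusted p = 0.772). In total 207 LV transcripts passed the paper's criteria for such a difference (145 higher, 62 lower), 176.3 transcripts are reached by chance at an unadjusted p of at most 0.01, and limma left 0 with an adjusted p of at most 0.05 (998 had an unadjusted p of at most 0.05). Of 100 splits of the fetuses, 26 gave at least 207, so that chance cannot be excluded for the number. For miR-224, the lowest value of the LV arrays is a candidate explanation of the call, because the difference fell to 2.48 and no longer passed once values below the highest lowest value, 0.63, were raised to it. The same step left miR-205 past the criteria at 2.74, which argues against the lowest value as the whole cause of its difference. Adam12 lies well above that value in every group. Age, mode of delivery and the period of exposure differ together between EG and LG, so an effect of the exposure window remains open and was not tested apart from them.

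The difference in the LG effect of BPA between LV and RV passed the unadjusted criteria for miR-205 (2.35, limma adjusted p = 1) and miR-224 (3.86, limma adjusted p = 0.422). LV and RV were normalized separately and lay on different slides, and the contrast compares only the effects within each. Among 20438 transcripts 154 passed the criteria, 689 had an unadjusted p of at most 0.05 and 1 had an adjusted p of at most 0.05. With the fetus as a block limma left 0 at that adjusted p (757 had an unadjusted p of at most 0.05). As 7 of 10 splits of the LG fetuses gave at least 154, chance cannot be excluded, and 10 splits could not have excluded it. Only LV arrays carry a lowest value shared by many transcripts (up to 810 on an array, against 1 in RV), and miR-224 held it in all 3 LG controls. With LV values below 0.63 raised to it, its difference between the ventricles fell to 2.83 (SE 0.72, limma adjusted p = 0.946) and still passed the criteria, as did that of miR-205 at 2.32 (SE 0.65, limma adjusted p = 0.956). This decides nothing on the ventricles, because both transcripts also lie near the lower end of the RV arrays (mean percentile 3.69 for miR-224 and 7.28 for miR-205 in RV of LG fetuses), where values vary little. The median SD within groups in the lowest of 4 bins of transcripts by mean level was 0.316 in RV, against 1.06 in LV. A rise that RV arrays could not show cannot be told apart from a difference between the ventricles in their response to BPA, and both remain open.

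BFM, which the paper's text does not report, gave 23 called transcripts in EG (9 higher, 14 lower) and 71 in LG (43 higher, 28 lower) from 8609 tested. At an unadjusted p of at most 0.01 there were 37 in EG and 111 in LG, and 86.1 are reached by chance. All 3 BPA exposed fetuses lay on the same side of the controls for 11.6% of the tested transcripts in EG and 6.18% in LG, and chance gives 10%. Limma left 0 transcripts in EG at an adjusted p of at most 0.05 (215 had an unadjusted p of at most 0.05) and 1 in LG, ENSMMUT00000048387, named after its value was seen, with a log2 fold change of −1.73 (SE 0.21, limma adjusted p = 0.0378). The largest rise in EG with separated groups was 2.93 (ENSMMUT00000049775) and the largest fall −1.99 (SNORD52, ENSMMUT00000033757), and in LG they were 2.29 (ENSMMUT00000037347) and −2.32 (ENSMMUT00000035715). SNORD52, also the largest such fall in RV of EG fetuses, failed the criteria in BFM without fetus 1, 3, 4, 5 or 6 (−2.11 to −1.20) and with 6 arrays, ENSMMUT00000035715 without fetus 7, 9, 10 or 11 (−2.26 to −1.62) and with 6 arrays, and ENSMMUT00000037347 with array weights (2.09). IFI27L1 rose in BFM by a log2 fold change of 1.39 in EG (limma adjusted p = 1), a call that was lost without fetus 1, 3, 5 or 6 (1.23 to 1.40), and a further limit is given among the other observations. At least as many calls came from 3 of 10 splits in EG, from 7 of 10 in LG and from 47 of 100 over both windows, so that chance cannot be excluded. The LG number rose to 248 without BPA exposed fetus 11 and to 118 without control fetus 7. The more frequent direction turned in EG without fetus 4 (57.9% higher), 5 (59.1%) or 6 (58.6%), and in LG without fetus 7 (49.2%). In EG it also turned with an interquartile range of at least 1 (66.7%, 6 higher and 3 lower) and in a fit of 6 arrays (54.5%, 18 higher and 15 lower). The paper's text describes neither the cDNA preparation nor the slides of BFM. An effect of BPA on this muscle remains open.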

How the results depend on the processing

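The threshold of 1.5 on the log2 fold change in RA was chosen after the data were seen, and all other alternatives in this part were planned. Over the numbers of called transcripts for BPA against control, 105 of 162 alternative values stayed within 1.5 times, and 57 did not. Of 714 alternative values for the genes named in the text, 681 kept their side of the threshold without a counted reversal, 28 no longer passed, 2 newly passed and 3 reversed. The 681 include changes of sign where the main fold change was smaller than its SE. Myh6 in RV of LG fetuses, for example, went from −0.19 to between −2.74 and 1.69 with a fetus left out. Of 293 values for the largest rises and falls, 214 kept their direction and their side of the threshold and 79 no longer passed. For every other value below that moved, the cause was not tested.

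An interquartile range of at least 1, which leaves fewer transcripts to test, gave 77 calls in LV EG, 78 in LV LG, 21 in RV EG, 21 in RV LG, 14 in LA EG, 21 in LA LG, 8 in RA EG, 8 in RA LG, 9 in BFM EG and 44 in BFM LG. Leaving out dim transcripts, which also tests fewer, gave 86 in LV EG, 98 in LV LG and 15 in BFM EG. Without the filter on variation RA EG had 63. Array weights gave 410 in LV EG, 252 in LV LG, 292 in RV EG, 86 in LA EG, 74 in RA EG and 45 in BFM EG, with the limit that the weights did not converge in RV. Fits of only the 6 arrays of a window gave 201 in RV EG, 23 in RV LG, 72 in LA EG and 45 in BFM LG. Quantile normalization gave 15 in BFM EG. Without a threshold on the fold change, BFM had 37 in EG and 111 in LG. A threshold of 1.5 gave 18 in RA EG and 18 in RA LG. An adjusted p of at most 0.05 from limma left 1 in LV LG and 1 in BFM LG and 0 elsewhere, where the counts at an unadjusted p of at most 0.05 were 854 in LV EG, 413 and 321 in RV EG and LG, 324 and 432 in LA, 220 and 267 in RA and 215 in BFM EG. In the simulations the adjusted p recovered no shifted LV transcript, so its count in LV says little there.

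With each fetus left out, the number of calls ranged from 112 to 245 in LV EG (245 without fetus 1), from 139 to 237 in LV LG (230 without fetus 8, 237 without fetus 11) and from 36 to 78 in RV EG (43, 45, 36 and 47 without fetuses 2, 3, 4 and 6). In RV LG it ranged from 48 to 149 (102, 149 and 128 without fetuses 7, 11 and 12), in LA EG from 40 to 76 (76 without fetus 1 and 76 without fetus 2) and in LA LG from 75 to 142 (142 without fetus 11). RA EG ranged from 29 to 80 (80 without fetus 2), RA LG from 30 to 145 (145 without fetus 10), BFM EG from 19 to 35 (35 without fetus 2) and BFM LG from 64 to 248 (118 without fetus 7, 248 without fetus 11).

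Myh6 in LV of LG fetuses kept its value of −5.39 but no longer passed in the fit of 6 arrays, nor by its limma adjusted p = 0.983. Left-out fetuses gave −7.67 to −3.73, and the call held only without fetus 11. For Adam12, neither 1.68 in LV (limma adjusted p = 0.851) nor 1.21 in RV (limma adjusted p = 1.00) passed after adjustment. The RV value of 1.21 also failed with 6 arrays, and left-out fetuses gave 0.98 to 1.47, with the call lost without fetus 8, 9 or 10. After adjustment 2.58 for miR-205 (limma adjusted p = 0.851) and 4.09 for miR-224 (limma adjusted p = 0.597) in LV did not pass. Adjusted p-values of these genes were set against 0.05 only with all other choices unchanged.

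Between the windows, the difference in effect (LG minus EG) of Myh6 in LV ranged from −7.47 to −3.52 with a fetus left out and newly passed without fetus 11. For Adam12 in LV it no longer passed after median centring (1.55), and left-out fetuses gave 1.38 to 1.76, with the call lost without any fetus but 7 or 11. For Adam12 in RV the difference of 1.33 newly passed without the filter, and left-out fetuses gave 1.10 to 1.58, passing without fetus 7. With trend and robust settings, 2.77 for miR-205 and 3.51 for miR-224 no longer passed. Left-out fetuses gave 2.24 to 3.31 for miR-205, lost without fetus 1, 3, 4, 5, 8, 9, 10 or 11, and 2.97 to 4.44 for miR-224, lost without fetus 1, 3, 5, 6, 7, 8, 10 or 11. A left-out fetus removes part of the spread estimate as well as a value.

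With the fetus as a replicate block, the LV minus RV difference of Myh6 stayed at −5.20 and below the criteria, and of 154 transcripts called without the block 115 were among the 164 called with it. Limma left 1 transcript with an adjusted p of at most 0.05 without the block and 0 with it (689 and 757 had an unadjusted p of at most 0.05). Left-out fetuses gave −6.45 to −2.70 for Myh6 (−2.70 without fetus 7), whose LG effect in RV changed from −0.19 to −2.74 without fetus 7 and to 1.69 without fetus 12. The paired fit changed no call of Myh6, Adam12, miR-205 or miR-224. Without fetus 11, the difference of 2.13 for miR-205 no longer passed (2.13 to 2.56 over the left-out fetuses). The LG effect of Thrb in RV turned from −0.86 to 0.16 without fetus 12 (−1.58 to 0.16), and that of IFI27L1 to 0.091 in RV (−1.56 to 0.091) and 0.12 in LA (−1.16 to 0.12) without fetus 7.

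Transcripts shared between chambers rose from 5 to 11 in LG without the filter. At an unadjusted p of at most 0.05 with no fold change threshold, 94 were shared between chambers in EG and 118 in LG, and 82 between the windows in LV, 21 in RV, 34 in LA and 18 in RA. The median SD within groups fell to 0.310 in LA and 0.337 in RA without the filter, which removes the least variable transcripts. Between LG and EG controls, the adjusted p left 0 calls in LV by limma (1865 had an unadjusted p of at most 0.05), 238 in RV, 197 in LA, 187 in RA and 2431 in BFM. Without the adjustment, the 804 RV calls ranged from 475 to 1473 with a fetus left out (524, 513, 503, 475 and 1473 without fetuses 2, 3, 7, 8 and 9). Signal over background was not analysed here, and in LV the shared lowest value hides how far low transcripts fell.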

Differences from the paper's values

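For Thrb in LV of EG fetuses, the paper's Table 2 gives a log2 fold change of 0.845 and the deposited values gave −0.34. Under every alternative set before the data were examined and run for this value it stayed negative, from −0.55 to −0.085, and differed from the paper's value. To 3 decimals, the paper's 0.845 equals the LG effect in LV computed here.

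Table S4 of the paper lists 13 transcripts in RA of EG fetuses, and 41 passed the stated criteria here. All alternatives set before the data were examined also differed from 13, from 0 with an adjusted p of at most 0.05 by limma (220 had an unadjusted p of at most 0.05) to 80 without fetus 2. All 13 listed transcripts were among the 41. A log2 fold change of at least 1.5, chosen after seeing that the smallest listed change was 1.52, gave 18 transcripts, which falls within 1.5 times of 13 and drops 0 of the listed ones.

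Table S8 of the paper lists 11 transcripts in RA of LG fetuses, and 41 passed here, with all 11 among them. Of the alternatives set before the data were examined, an interquartile range of at least 1 gave 8, within 1.5 times of the paper's 11, and called 5 of the listed 11. The others differed from 11, from 0 with an adjusted p of at most 0.05 by limma (267 had an unadjusted p of at most 0.05) to 145 without fetus 10. The added threshold of 1.5 gave 18, with all 11 listed transcripts among them, and still differed.

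In LV of LG fetuses the paper's Table 3 gives 1.185 for Thrb, and the value here was 0.85, which differs by less than the SD between fetuses, whereas 0.695 with array weights differs by more. To 3 decimals, the paper's 1.185 equals the LG effect minus the EG effect in LV computed here. The paper's values for Thrb in RV and RA match those computed here to 3 decimals in both windows. In LA of LG fetuses 86 transcripts passed here, and the paper lists 85 of them; the other, ENSMMUT00000003330, is named here after its value was seen. The paper states in its discussion that Adam12 rose in RA on the array after LG exposure, and its log2 fold change there was 0.55 (SE 0.32, limma adjusted p = 0.961), short of the criteria.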

Other observations

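The tests of IFI27L1, of the RV arrays of fetuses 7 and 12, of the transcripts called in both windows of LV, with their directions, and of LA, of the lowest value as a reason for more LV calls, of the second atrial list and of the adjusted p-values and calls between LG and EG controls were chosen only after their results were seen.

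Other splits of the same fetuses gave about as many called transcripts as BPA against control. Over both windows, at least the real number came from 60 of 100 splits in LV, 45 in RV, 64 in LA and 98 in RA, and for the 4 chambers together from 83 of 100 (665 calls, with a median of 858 over the other splits), so that chance cannot be excluded. Within a window the numbers were 4 of 10 in LV EG, 7 in LV LG, 1 in RV EG, 7 in RV LG, 7 in LA EG, 6 in LA LG, 10 in RA EG and 9 in RA LG, and 10 splits cannot exclude chance. In RV EG the real split gave 74 calls and the highest other split 43. In RV LG, the 4 splits with fetuses 7 and 12 in 1 group gave 177 to 2137 calls, and the 6 that part them, the real split among them, gave 44 to 67. With any grouping of the EG fetuses, these 4 splits gave more than the 140 RV calls of both windows. Most of the 45 in RV, and part of the 83, thus come from fetuses 7 and 12 sharing a group. Where they were parted, only splits that kept the real EG grouping reached 140. The RV count is therefore no clear measure of chance, which remains open there.

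The same criteria applied to LG controls against EG controls gave 520 calls in LV, 804 in RV, 536 in LA, 510 in RA and 2292 in BFM. In each tissue 1 of 10 splits reached that number (1 in LV, 1 in RV, 1 in LA, 1 in RA and 1 in BFM), and it was the real one. The highest other split gave 315 in LV, 180 in RV, 129 in LA, 185 in RA and 49 in BFM, but 10 splits alone cannot exclude chance. The other splits of the controls also mix EG and LG fetuses in both groups. The difference between the windows thus enters their spread, and their numbers are no measure of chance. With no threshold on the fold change, limma left 0 transcripts with an adjusted p of at most 0.05 in LV (1865 had an unadjusted p of at most 0.05), 238 in RV, 197 in LA, 187 in RA and 4505 in BFM, against at most 3 in LV and 0 in the other tissues over the other splits of the controls. Splits of the fetuses within a window gave at most 2 such transcripts in LA, 2 in RA and 653 in BFM, which argues against chance differences between fetuses as the whole cause in LA, RA and BFM. In RV a split of the LG fetuses gave up to 2360, more than the 238, and in LV the real split gave none, so these numbers decide nothing there. The called transcripts were therefore read in the BPA exposed fetuses, whose means do not enter the comparison of controls. With falls turned, their mean level was higher in LG than in EG BPA exposed fetuses by 1.08 in LV and 1.16 in RV, against 2.21 and 1.67 in the controls they were chosen on. The 3 LG BPA exposed fetuses lay 1.01 to 1.16 above the EG mean in LV and 0.91 to 1.46 in RV, and the 3 EG ones within −0.037 to 0.039 of it (exact two-sided permutation p = 0.1 in each, the smallest possible). In LV 430 of the 520 transcripts (82.7%) differed in the direction of the controls, and in RV 752 of the 804 (93.5%). This argues against chance differences between fetuses as the whole cause in LV and RV as well, while single calls remain open. Age and mode of delivery differ together in this comparison.

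A hypothesis for the larger number of calls in LV is the larger spread between its arrays. The median over the other 99 splits of the LV fetuses was 327, more than the real split gave in RV (140), LA (132) or RA (82). This goes with the hypothesis, but also with the larger number of transcripts tested in LV (17628, against 12031 in RV, 7903 in LA and 9329 in RA). Of the tested transcripts, 0.92% were called in LV EG and 0.84% in LV LG, against 1.09% in LA LG and 0.44% to 0.62% in the other chambers and windows. The splits do not part the spread from the number tested. Without the 1549 transcripts at the lowest value of any LV array, 290 calls were left, which argues against that value as the whole cause. The real split of the LV fetuses gave 311 calls, and 60 of 100 splits gave at least as many. This argues against a stronger response of LV to BPA as the cause of the larger number of calls. A response of single transcripts, or one too small to raise the number, remains open.

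In LV 10 transcripts were called in both windows, 8 in opposite directions, and at least 10 were called in 25 of 100 splits, with a median of 8 over the other splits, so that chance cannot be excluded. The same holds for the 3 called in both windows of LA, a number that 47 of 100 splits reached. A shared estimate of the spread is a candidate explanation of the number, because fits of 6 arrays per window shared 3 transcripts, near the 1.52 of unrelated lists. It predicts no excess of opposite directions, which all 3 of these had, as did 61 of the 82 transcripts (74.4%) with an unadjusted p of at most 0.05 in both windows. As the groups of a split have no order, splits were counted that gave as many, or as large a share, in either opposite or the same direction. These were 14 of 100 for the 8 called transcripts and 5 of 100 for the share, so that chance cannot be excluded, by a narrow margin for the share. The count for the share was first made for opposite directions only, which gave 4 of 100, and was changed after that was seen. The directions remain open.

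Stable differences between fetuses that every tissue shares were tested as a hypothesis for the calls shared between chambers. Across tissues, deviations within groups correlated above 0.6 for 383 of 26149 transcripts, against 2 after the fetus numbers were shuffled. The 6 transcripts shared in the same direction without IFI27L1 had a mean recurrence of −0.0231, at the 2.85 percentile of 10000 random lists of like mean level (median 0.0986, −0.0261 to 0.258 for 95% of them). This decides nothing, because a call favours small deviations within groups, from which the recurrence is computed, and because IFI27L1, which is called and had a recurrence of 0.816, was left out. The verdict on this test was changed to open after its result was seen, and such differences cannot be told apart from an effect of BPA for these 6. Its level was high in LG control fetus 7 in all 5 tissues (8.49 in LV, 8.81 in RV, 9.21 in LA, 9.32 in RA and 8.54 in BFM, against at most 6.43, 7.09, 7.31, 7.53 and 7.11 in the 8 other fetuses outside the EG BPA group). For IFI27L1, a difference between fetuses and an effect of BPA cannot be told apart, since all 3 EG BPA exposed fetuses are high and an unexposed fetus is as well.

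A mislabelled sample was tested for the RV arrays of fetuses 7 and 12, which lie far from the other RV arrays. By the transcripts that mark fetuses in the other tissues, all 60 arrays matched their own fetus best. For fetus 7 the correlation was 0.549 with its own fetus and 0.311 with the best other, a margin of 0.238, which argues against another fetus's sample. For fetus 12 it was 0.362 against 0.307, and this margin of 0.055, the narrowest of the 60, leaves a mislabelled sample open. The verdict for fetus 12 was changed to open after its values were seen. No biological explanation was tested.

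Several hypotheses were tested for the lower Myh6 in LV of LG BPA exposed fetuses. More atrial tissue in the LG control samples was tested with 50 transcripts higher in the atria, whose median log2 fold change in LV LG was −0.60, below all of 10000 random lists (−0.20 to 0.31 for 95% of them), and 35 of the 50 fell, as atrial tissue would predict. They stood at a median percentile of 33.6 in LG control LV, against 80.9 in the atria and 27.8 in EG control LV, which atrial tissue would not predict. A second list of 30 transcripts at or above the 95th percentile in both atria and lower in the ventricles had a median of 0.16, with 10 of 30 falling. It stood at percentile 59.4 in LG control LV, against 96.7 in the atria, whereas Myh6 stood at 99.9 in LG control LV. In EG control LV this list stood at percentile 58.7 and Myh6 at 49.2. Myh6 was thus higher in LG than in EG controls with little change of this list, which atrial tissue would not predict. The limits first written for these lists had been set after the values were seen and were withdrawn. As the evidence goes both ways and atrial cDNA alone was amplified, atrial tissue cannot be told apart from a change in Myh6. Less heart muscle in the low samples was tested with the 50 transcripts that follow Myh6 most closely between the RV arrays of a group. Their median change of −0.079 lay at percentile 9.25 of random lists (−0.14 to 0.24 for 95% of them), with 28 of 50 falling. In LV they followed Myh6 more than nearly all random lists (percentile 99.6), though with a median correlation of only 0.18. The list was chosen by its correlation with Myh6 and not as known muscle transcripts, which limits what it shows on muscle. The verdict on this test was changed to open after its result was seen, and less muscle cannot be told apart either, because a median near 0 over members that go both ways decides nothing. An effect of BPA on Myh6 remains open.

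In LV of LG BPA exposed fetuses, Adam12 and, except in fetus 11, Myh6 were near their levels in EG controls. A general delay of the changes from EG to LG was tested as a hypothesis with the 272 transcripts that change with gestation in at least 2 other tissues. Their mean change from EG controls, with falls turned, was 1.52 ± 0.24 (SD, n = 3) in LG control LV and 1.79 ± 0.11 (SD, n = 3) in LG BPA LV. The difference of 0.28 (exact two-sided permutation p = 0.2) goes against a return to EG levels, but the spread does not exclude a small delay. The list was chosen with LG controls of the other tissues, which come from the same fetuses. In RV, LA and RA the differences were −0.038, 0.043 and −0.062.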
